# Nuclear pore protein NUP210 depletion suppresses metastasis through heterochromatin-mediated disruption of tumor cell mechanical response

**DOI:** 10.1038/s41467-021-27451-w

**Published:** 2021-12-13

**Authors:** Ruhul Amin, Anjali Shukla, Jacqueline Jufen Zhu, Sohyoung Kim, Ping Wang, Simon Zhongyuan Tian, Andy D. Tran, Debasish Paul, Steven D. Cappell, Sandra Burkett, Huaitian Liu, Maxwell P. Lee, Michael J. Kruhlak, Jennifer E. Dwyer, R. Mark Simpson, Gordon L. Hager, Yijun Ruan, Kent W. Hunter

**Keywords:** Breast cancer, Breast cancer

## Abstract

Mechanical signals from the extracellular microenvironment have been implicated in tumor and metastatic progression. Here, we identify nucleoporin *NUP210* as a metastasis susceptibility gene for human estrogen receptor positive (ER+) breast cancer and a cellular mechanosensor. *Nup210* depletion suppresses lung metastasis in mouse models of breast cancer. Mechanistically, NUP210 interacts with LINC complex protein SUN2 which connects the nucleus to the cytoskeleton. In addition, the NUP210/SUN2 complex interacts with chromatin via the short isoform of BRD4 and histone H3.1/H3.2 at the nuclear periphery. In *Nup210* knockout cells, mechanosensitive genes accumulate H3K27me3 heterochromatin modification, mediated by the polycomb repressive complex 2 and differentially reposition within the nucleus. Transcriptional repression in *Nup210* knockout cells results in defective mechanotransduction and focal adhesion necessary for their metastatic capacity. Our study provides an important role of nuclear pore protein in cellular mechanosensation and metastasis.

## Abstract (web summary)

The involvement of nuclear pore proteins in cellular mechanosensing and metastasis is unclear. Here the authors identify that nuclear pore protein NUP210 promotes metastasis through the interaction with mechanotransducer LINC complex protein and chromatin to regulate mechanosensitive genes.

## Introduction

The majority of cancer-related mortality is due to distant metastasis, a process in which primary tumor cells invade into surrounding endothelium, evade immunosurveillance in the circulation, travel to a distant site, extravasate, and colonize a secondary site^1–3^. This highly inefficient process requires cancer cells to employ multiple genetic and epigenetic mechanisms to establish macroscopic lesions. However, due to the limited understanding of these mechanisms, it is difficult to target metastatic cells, even with the improved therapeutic strategies^4^. Hence, an improved understanding of the mechanisms that enable metastatic potential is crucial to improve patient outcomes.

Current studies have suggested that metastatic capacity in tumors may arise from the combined effect of acquired somatic mutations^5^ and epigenetic changes influencing gene expression^6,7^. Changes in chromatin accessibility^8^ or disruptions of large heterochromatin domains^9^ can result in alteration of transcriptional programs that enable tumor cells to acquire metastatic phenotypes. In addition to these changes, previously our laboratory has demonstrated that inherited polymorphisms also have a significant effect on metastatic capacity^10^. Since the vast majority of inherited polymorphisms occur in noncoding DNA, these inherited variants are thought to contribute to phenotypes by altering gene expression rather than having direct consequences on protein function. A comprehensive understanding of how the genome mediates metastatic capacity will therefore require an understanding of not only the acquired events during tumor evolution but also how noncoding variants contribute to the complexities of gene regulation and transcriptional programs.

To gain further understanding of how polymorphisms affect regulatory elements and the subsequent metastatic phenotype, in this study, we have integrated chromatin accessibility and long-range chromatin interaction analysis to identify potential metastasis susceptibility genes with polymorphic promoters and/or distant enhancers. This analysis identified *Nup210*, a gene encoding a nuclear pore complex (NPC) protein, as a potential metastasis susceptibility gene. Although NPC proteins have recently been shown to be associated with several developmental disorders and cancers^11–14^, their function in metastasis remains unexplored. Here, we established that NUP210 is responsive to mechanical signals of the extracellular microenvironment and promotes lung metastasis in mouse models of breast cancer through alteration of the mechanical response, focal adhesion, and cell migration in a nucleocytoplasmic transport-independent manner.

## Results

### Identification of *Nup210* as a candidate metastasis susceptibility gene

To identify polymorphic accessible chromatin regions associated with metastatic colonization, benzonase-accessible chromatin (BACh) analysis was performed on isogenic cell lines derived from the spontaneous mammary tumor of BALB/cJ mice (67NR, 4T07, and 4T1)^15^ (Fig. 1a). When orthotopically implanted into mice, 67NR forms tumors but remains localized, 4T07 cells disseminate to distant sites but rarely form macroscopic lesions, while 4T1 cells complete the metastatic process to form multiple pulmonary macroscopic lesions.

**Fig. 1:**
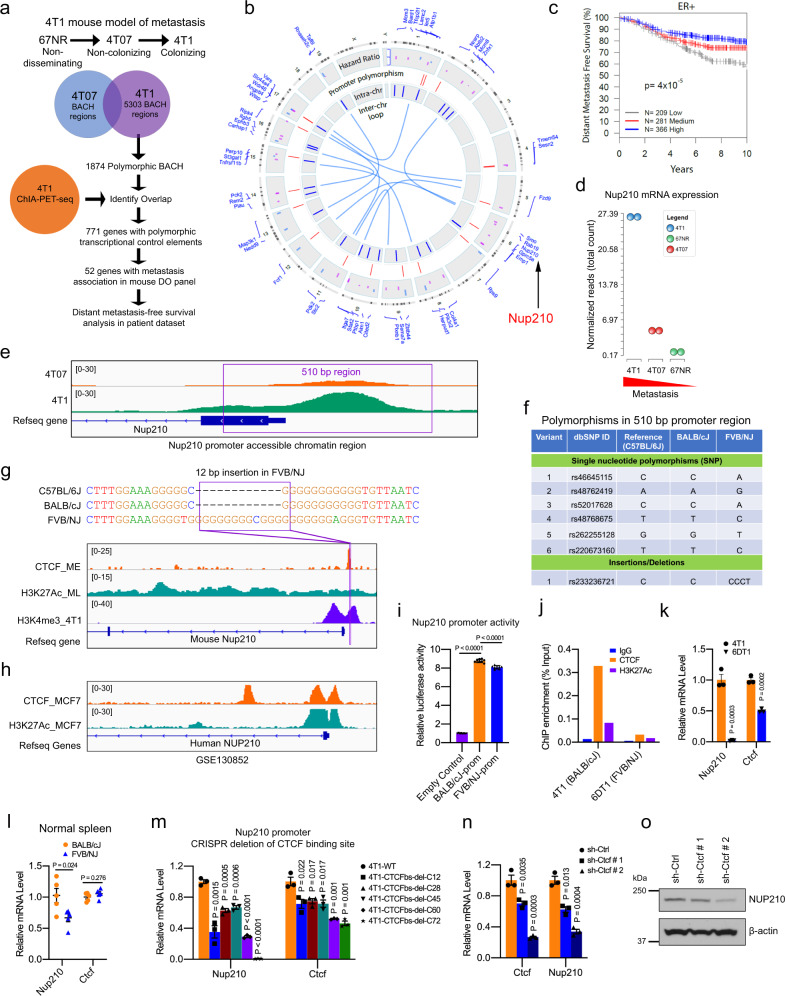
Genome-wide analysis of noncoding region polymorphisms identifies *Nup210* as a metastasis susceptibility gene. **a** Scheme for metastasis susceptibility gene identification. **b** Circos plot representation of the result in (**a**). Red lines = polymorphic promoter, blue lines = intrachromosomal, and light blue lines = interchromosomal looping interactions. **c** Distant metastasis-free survival (DMFS) of human ER+ breast cancer patients stratified by their expression of the 52-gene signature. Kaplan–Meier analysis with the log-rank test. **d** *Nup210* mRNA expression in the mouse 4T1 cell line series. **e** Integrative Genomics Viewer (IGV) track of the *Nup210* promoter BACh region in 4T07 and 4T1 cells. **f** Polymorphisms within the 510 bp *Nup210* promoter region. **g** 12 bp FVB/NJ promoter indel is located within a CTCF-binding site in mouse *Nup210* promoter. **h** CTCF and H3K27Ac enrichment in human *NUP210* promoter of MCF7 cells. **i** Luciferase assay of BALB/cJ and FVB/NJ *Nup210* promoter regions. ANOVA, Tukey’s multiple comparison test, mean ± s.e.m, *n* = 8 biological replicates. **j** ChIP analysis of CTCF and H3K27Ac at *Nup210* promoter of 4T1 and 6DT1 cells. **k** *Nup210* and *Ctcf* mRNA levels in cell lines (4T1, 6DT1). Two-tailed *t* test, mean ± s.e.m, *n* = 3 biological replicates. **l** Nup210 and Ctcf mRNA levels in mouse spleen (BALB/cJ or FVB/NJ). Two-tailed *t* test, mean ± s.e.m, *n* = 5 mice. **m** *Nup210* and *Ctcf* mRNA level in *Nup210* promoter CTCF-binding site-deleted clones. Two-tailed *t* test, mean ± s.e.m, *n* = 3 biological replicates. **n** Effect of *Ctcf* knockdown on 4T1 *Nup210* mRNA levels. Two-tailed *t* test, mean ± s.e.m, *n* = 3 biological replicates. **o** Effect of *Ctcf* knockdown on NUP210 protein level in 4T1 cells.

To identify transcriptional control regions enriched for the dormant-to-proliferative switch during metastatic colonization, 5303 BACh sites unique to the 4T1 cell line were identified. These sites were then intersected with the polymorphisms present in the eight founder strains^16^ of the mouse Diversity Outbred (DO) genetic mapping panel^17^. Since the vast majority of these sites did not fall within the proximal promoters of protein-coding genes, chromatin interaction analysis through paired-end tag sequencing (ChIA-PET-seq) was performed in 4T1 cells to putatively link the polymorphic transcriptional control elements (promoters and/or enhancers). Finally, the resulting gene list was filtered through expression data of mice resulting from a cross between the MMTV-PyMT model^18^ and the DO to identify genes associated with metastasis in this population. This strategy identified 52 potential metastasis susceptibility genes (Fig. 1b). To assess human relevance, the hazard ratios calculated for these genes in the mouse data were used to generate a weighted gene signature that was subsequently screened on human breast cancer gene expression datasets. Significant stratification of distant metastasis-free survival (DMFS) in estrogen receptor-positive (ER+) breast cancer was observed (Fig. 1c), consistent with a potential role of these genes in human breast cancer progression. NUP210, a nuclear pore protein, was selected for further validation due to the association of a number of previously identified metastasis susceptibility genes with the nuclear envelope^19^. To test the function of *Nup210* in metastasis, we initially asked whether variation in *Nup210* expression would correlate with metastatic potential. Our RNA-sequencing (RNA-seq) data from the 4T1 series of cell lines revealed that *Nup210* expression is higher in metastatic than nonmetastatic variant cell lines (Fig. 1d) suggesting a positive correlation of *Nup210* expression and metastatic potential.

### Polymorphisms in the *Nup210* promoter affect CTCF binding and *Nup210* transcription

To examine the causal variant responsible for the transcriptional difference in the mouse genetic screen, the proximal promoter of *Nup210* was identified based on the BACh profile (Fig. 1e). Analysis of the Mouse Genomes Project database^16^ revealed six single-nucleotide polymorphisms (SNPs) and one insertion/deletion (indel) in a 510 bp promoter region of *Nup210* (Fig. 1f). This included a 12 bp G-rich insertion in the *Nup210* promoter of the FVB/NJ, the MMTV-PyMT parental strain (Fig. 1g), located within a CCCTC-*binding* factor (CTCF)-binding region enriched in enhancer (H3K27Ac)-promoter (H3K4me3) marks^20^. CTCF binding on *Nup210* promoter also appeared to be evolutionarily conserved between mouse and human based on the analysis in MCF7 human breast cancer cell line (Fig. 1h). We initially tested whether the polymorphisms within *Nup210* promoters can affect gene expression via cloning these 510 bp regions into a promoter-luciferase reporter. A moderate (~10%), but significant, reduction of luciferase activity was observed for the FVB/NJ-derived *Nup210* promoter region compared to the BALB/cJ promoter indicating a functional impact of the polymorphism on *Nup210* transcription (Fig. 1i). Then, we examined the effect of 12 bp indel on CTCF binding and *Nup210* transcription as CTCF is known to regulate gene expression^21,22^. CTCF was preferentially enriched in the *Nup210* promoter region of 4T1 cells (derived from BALB/cJ mice) compared with 6DT1 cells (derived from FVB/NJ mice) (Fig. 1j). Consistently, the expression of *Nup210* and *Ctcf* were significantly higher in 4T1 cells than in 6DT1 cells (Fig. 1k). In addition, *Nup210* expression was significantly lower in the normal spleen of FVB/NJ compared to BALB/cJ mice (Fig. 1l) despite similar levels of Ctcf. CRISPR/Cas9-mediated deletion of CTCF-binding site on 4T1 *Nup210* polymorphic promoter showed significantly decreased *Nup210* mRNA, which further supported that *Nup210* promoter indel is a direct target of CTCF (Fig. 1m and Supplementary Fig. 1a–c). *Ctcf* mRNA was also downregulated in these deletion clones indicating a potential positive feedback loop between NUP210 and CTCF. Furthermore, *Ctcf* knockdown in 4T1 cells revealed a marked reduction of *Nup210* both at the transcript (Fig. 1n) and protein level (Fig. 1o), suggesting a direct effect of CTCF loss on *Nup210* transcription. Taken together, these results suggest that *Nup210* is a CTCF-regulated gene and the indel in the promoter alters *Nup210* transcription by modulating CTCF binding to the promoter region.

### *NUP210* expression is associated with metastasis in human breast cancer patients

Consistent with the mouse data, *NUP210* amplification in human breast cancer patients was found to be associated with decreased overall survival in the Molecular Taxonomy of Breast Cancer International Consortium (METABRIC) dataset^23^ (Fig. 2a). Two independent human breast cancer gene expression datasets suggested that *NUP210* mRNA expression was significantly associated with reduced overall survival (Fig. 2b, METABRIC) and DMFS (Fig. 2c, Km plotter)^24^ in estrogen receptor-positive (ER+) breast cancer patients. However, the patient survival outcome appears to be moderate in these datasets, suggesting that *NUP210* expression is likely one of the multiple factors contributing to the patient outcome. Although the association of *NUP210* mRNA expression among triple-negative (ER−/PR−/HER2−) breast cancer patients were not consistently significant in these two datasets (Supplementary Fig. 2a, b), recent proteomics analysis revealed that higher NUP210 protein level is significantly associated with the poor DMFS of triple-negative cancer patient (Km plotter) (Supplementary Fig. 2c)^25^. METABRIC data suggest that *NUP210* expression is higher in luminal B and basal subtypes than in luminal A, Her2+, and claudin-low subtypes of breast cancer (Fig. 2d). Consistently, immunohistochemical analysis in the human normal mammary gland revealed that NUP210 is predominantly expressed in the luminal cell compartment (Fig. 2e). Analysis of a small human breast cancer tissue microarray (TMA) revealed that the NUP210 protein level was heterogeneous among the primary tumors of both ER+ and ER− patients (Fig. 2f). Interestingly, in addition to nuclear envelope staining of NUP210, cytoplasmic staining was also observed in many cases suggesting that NUP210 might be mislocalized in some patients. Confining the quantification of NUP210 signal intensity at the nuclear envelope revealed no significant difference between ER+ and ER− primary tumors (Fig. 2g). However, the NUP210 level was significantly higher in the lymph node metastases of ER+ than ER− patients (Fig. 2h, i), consistent with the survival outcome of the breast cancer patient in different datasets. Analysis in publicly available gene expression data of breast cancer patients revealed that visceral metastases (lung, liver) have significantly higher expression of *NUP210* than nonvisceral metastases (lymph node) (Fig. 2j). Furthermore, *NUP210* expression is significantly higher in metastases than primary tumor of prostate cancer (Supplementary Fig. 2d) and melanoma (Supplementary Fig. 2e). These data indicate that *NUP210* is associated with human cancer progression and further supports its potential role as a metastasis susceptibility gene.

**Fig. 2:**
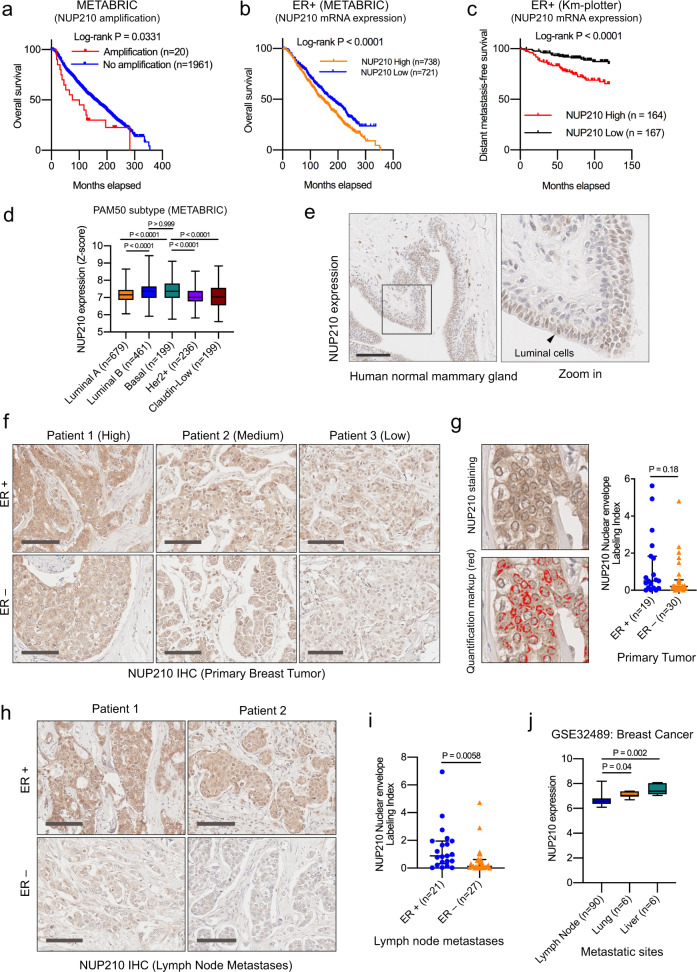
*NUP210* expression is associated with poor outcome in human ER+ breast cancer patients. **a** Association of *NUP210* amplification on the overall survival (OS). **b** Association of *NUP210* mRNA level on the OS and **c** DMFS in ER+ patients. **d** *NUP210* mRNA level within METABRIC dataset. Kruskal–Wallis ANOVA with Dunn’s multiple comparison test. The box extends from 25th to 75th percentile, whiskers extend from smallest values to the largest values, and the horizontal line represents median. ‘*n*’ in *X*-axis is the number of patients in each subtype. **e** NUP210 protein expression in the human normal mammary gland. Scale bar = 100 μm. **f** Immunohistochemistry and nuclear envelope quantification **g** of NUP210 in the primary tumors of ER+ and ER− cancer patients. Scale bar = 100 μm. Mann–Whitney *U* test, error bar represents median with interquartile range. **h** Immunohistochemistry analysis and nuclear envelope quantification. **i** NUP210 protein in the lymph node metastases of ER+ and ER− patients. Scale bar = 100 μm. Mann–Whitney *U* test, error bar represents median with interquartile range. **j** *NUP210* mRNA level in multiple human breast cancer metastatic sites. Kruskal–Wallis ANOVA with Dunn’s multiple comparison test. The box extends from 25th to 75th percentile, whiskers extend from smallest values to the largest values, and the horizontal line represents median. ‘*n*’ in *X*-axis is the number of patients analyzed per condition.

### Depletion of *Nup210* in cancer cells decreases lung metastasis in mice

To validate the role of *Nup210* in metastasis, luminal-like orthotopic mammary tumor transplantation models were used^26^. Three different cell lines were utilized for this analysis: 4T1^15^, 6DT1, derived from the mammary tumor of FVB/MMTV-MYC transgenic mouse, and MVT1, derived from the mammary tumor of FVB/MMTV-MYC/VEGF double transgenic mouse^27^. Primary tumors derived from orthotopically implanted *Nup210* short hairpin RNA knockdown (Fig. 3a and Supplementary Fig. 3a) cells showed variability in tumor weight, with decreased tumor weight for 4T1 cells (Fig. 3b), but increased tumor weights for both 6DT1 and MVT1 cells (Supplementary Fig. 3b). However, *Nup210* knockdown resulted in a decrease in pulmonary metastases for all three cell lines (Fig. 3c, d and Supplementary Fig. 3c–f), and this decrease was preserved after normalizing metastasis counts by tumor weight to account for the variability in primary tumor growth. These results were therefore consistent with the association of *NUP210* with poor prognosis in patients with ER+ breast cancers.

**Fig. 3:**
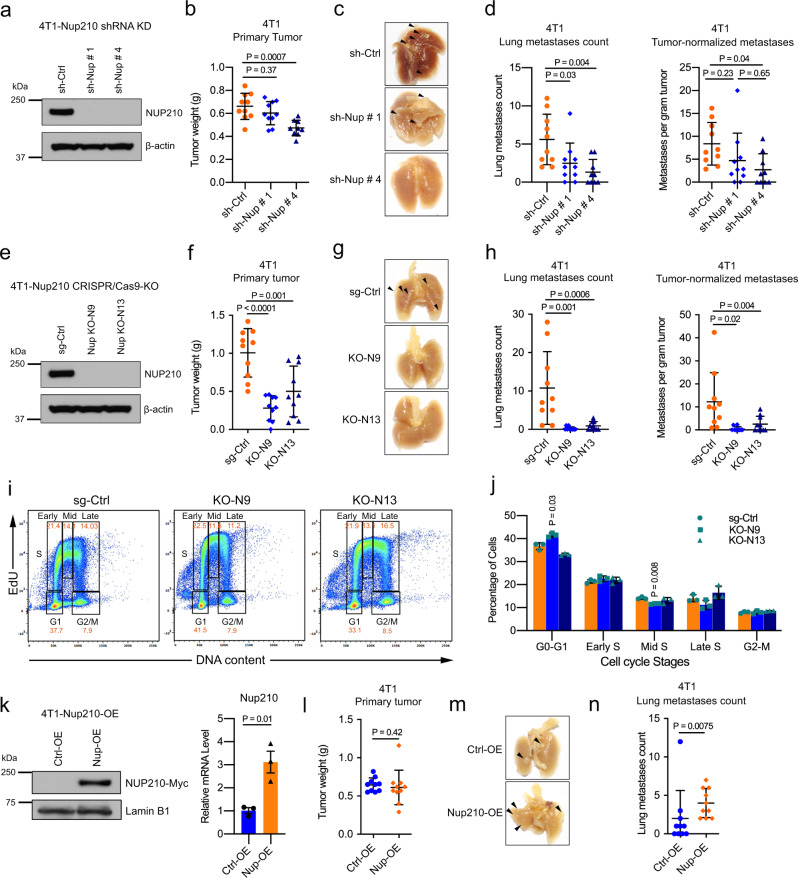
Depletion of *Nup210* in 4T1 metastatic cancer cells reduces lung metastasis in mice. **a** Western blot of *Nup210* knockdown (KD) in 4T1 cells. **b** Primary tumor weight, **c** representative lung images, and **d** lung metastases count and lung metastases count normalized to primary tumor weight in orthotopically transplanted *Nup210* KD 4T1 cells. ANOVA with Tukey’s multiple comparison test, mean ± s.d. sh-Ctrl, *n* = 10; sh # 1, *n* = 10; sh # 4, *n* = 9 mice. **e** Western blot showing CRISPR/Cas9-mediated knockout (KO) of *Nup210* in 4T1 cells. **f** Primary tumor weight, **g** representative lung images, **h** lung metastases count and tumor-normalized metastases count after orthotopic transplantation of *Nup210* KO 4T1 cells. ANOVA with Tukey’s multiple comparison test, mean ± s.d. *n* = 10 mice per group. **i** DNA content analysis with EdU incorporation of the different stages of the cell cycle in sg-Ctrl and *Nup210* KO 4T1 cells. **j** Quantification of cell cycle stage distribution in sg-Ctrl and *Nup210* KO 4T1 cells.Two-tailed *t* test, mean ± s.e.m, *n* = 3 biological replicates. **k** Western blot (left) and qRT-PCR (right) of NUP210 overexpression in 4T1 cells. Two-tailed *t* test, mean ± s.e.m, *n* = 3 biological replicates. **l** Primary tumor weight, **m** representative lung images, and **n** lung metastases count after orthotopic transplantation of NUP210-overexpressing 4T1 cells. Mann–Whitney *U* test, mean ± s.d. *n* = 10 mice per group.

To further validate the role of *Nup210* in metastatic progression, CRISPR/Cas9-mediated knockout (KO) of *Nup210* was performed in the 4T1 cell line (Fig. 3e). Similar to short hairpin RNA (shRNA) result, *Nup210* KO in two different clones, N9 and N13, diminished primary tumor weight and lung metastases (Fig. 3f–h). Although we observed differential effects of *Nup210* loss on primary tumor weight, cell cycle analysis on *Nup210* KO 4T1 cells (Fig. 3i, j) revealed no consistent changes in the distribution of cell population among cell cycle stages, suggesting that the effect of NUP210 loss on tumor and metastasis is independent of a cell-intrinsic ability of NUP210 to regulate proliferation. Finally, 4T1 cells with overexpression of *Nup210* showed no difference in primary tumor weight (Fig. 3k, l), but lung metastasis was significantly increased (Fig. 3m, n). Taken together, these results indicate that *Nup210* promotes lung metastasis in mouse models of luminal breast cancer.

### NUP210 tethers histone H3.1/3.2 to the nuclear periphery

To investigate the mechanism by which NUP210 alters metastatic function, initially we examined the effect of NUP210 depletion on nucleocytoplasmic transport, a general function of the nuclear pore. A recent study has suggested that loss of NUP210 does not affect the general nucleocytoplasmic transport in differentiating myotubes^28^. Consistent with this, transfection of NES-tdTomato-NLS nucleocytoplasmic transport reporter (Supplementary Fig. 4a) into *Nup210* knockdown 4T1 cells with or without the nuclear export inhibitor leptomycin B showed no significant differences in nucleocytoplasmic transport of the reporter protein (Supplementary Fig. 4b).

To better understand how NUP210 promotes metastasis, NUP210 coimmunoprecipitation (Co-IP)-mass spectrometry analysis was performed (Fig. 4a). Both endogenous and myc-tagged NUP210 potentially interact with multiple chromatin-associated molecules including histone H3.1 (Fig. 4b). We decided to examine NUP210–histone H3.1 interaction due to the potential association of H3.1 with poor outcome in breast cancer patients (*P* = 0.0642) in METABRIC dataset (Fig. 4c) and reported mutations of histone H3.1 in human cancer^29,30^. Reciprocal Co-IP in 4T1 cells using an antibody that recognizes both H3.1 and H3.2 validated the predicted H3.1–NUP210 interaction (Fig. 4d, e). H3.1/3.2 also pulled down Lamin B1, a component of the nuclear lamina, suggesting that this interaction occurs at the nuclear periphery. Reciprocal co-IP using both endogenous and Flag-tagged H3.1 in human 293FT cells also showed a similar result (Fig. 4f). Immunofluorescence analysis confirmed the association of H3.1/3.2 and NUP210 at the nuclear periphery (Fig. 4g). Extending the analysis in human breast cancer cells revealed that NUP210–H3.1/3.2 interaction is more prominent in ER+ MCF7 cells than ER− MDA-MB-231 cells (Supplementary Fig. 5a, b). These results establish an evolutionarily conserved association of NUP210 with H3.1/3.2 in mouse and human cells.

**Fig. 4:**
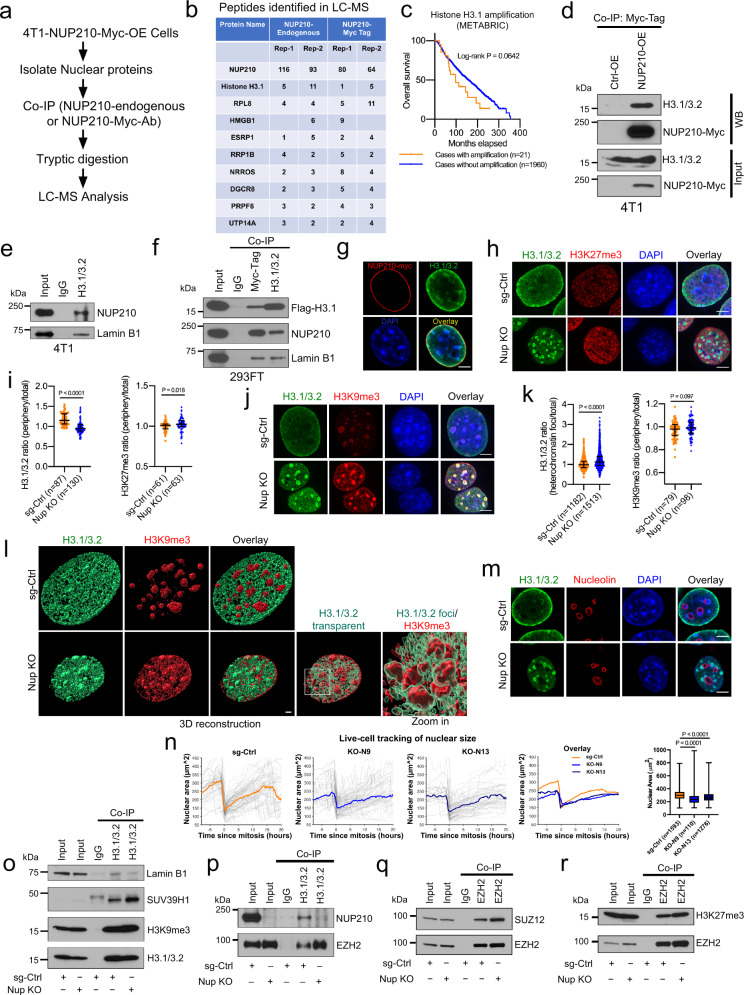
H3.1/3.2 interacts with NUP210 and is redistributed to heterochromatin foci upon NUP210 loss. **a** NUP210 coimmunoprecipitation (Co-IP)-LC-MS analysis. **b** Peptide count in LC-MS analysis with endogenous and Myc-tag-NUP210 antibodies. **c** Association of histone H3.1 amplification on the overall survival of breast cancer patients. **d** Co-IP of NUP210-Myc with H3.1/3.2 in 4T1 cells. **e** Co-IP of endogenous H3.1/3.2, NUP210, and Lamin B1 in 4T1 cells. **f** Reciprocal Co-IP of Flag-H3.1 and NUP210-Myc in HEK293FT cells. **g** Representative immunofluorescence images of H3.1/3.2 and NUP210-Myc localization in 4T1 cells. Scale bar = 5 μm. **h** Representative images of H3.1/3.2 and H3K27me3 in sg-Ctrl and *Nup210* KO 4T1 cells. Scale bar = 5 μm. **i** H3.1/3.2 and H3K27me3 nuclear periphery vs total nuclear intensity ratio in *Nup210* KO 4T1 cells. Mann–Whitney *U* test, error bar represents median with interquartile range. ‘*n*’ equals the number of cells analyzed. **j** Representative images of H3.1/3.2 localization with H3K9me3 in *Nup210* KO 4T1 cells. Scale bar = 5 μm. **k** (Left) H3.1/3.2 (heterochromatin foci vs total nucleus) and (Right) H3K9me3 (periphery vs total nuclear intensity) intensity ratios in *Nup210* KO 4T1 cells. Mann–Whitney *U* test, error bar represents median with interquartile range. ‘*n*’ equals the number of cells analyzed. **l** 3D reconstruction of H3.1/3.2 and H3K9me3 distribution in *Nup210* KO 4T1 cells. The intensity was adjusted to visualize distinct foci. Scale bar = 2 μm. **m** Representative images of H3.1/3.2 distribution at the nucleolar (nucleolin) periphery in *Nup210* KO 4T1 cells. Scale bar = 5 μm. **n** Live-cell imaging of nuclear size of *Nup210* KO 4T1 cells before and after mitosis. Thin line, single nuclear size traces; thick line, median of nuclear size, box plot represents average nuclear size. ‘*n*’ equals the number of cells analyzed per condition. Kruskal–Wallis ANOVA with Dunn’s multiple comparison test. The box represents 25th to 75th percentile, the whiskers represent the data range, and the horizontal line represents the median. **o** Co-IP of H3.1/3.2 with Lamin B1, SUV39H1, and H3K9me3 in *Nup210* KO 4T1 cells. **p** Co-IP of H3.1/3.2 with EZH2; **q** EZH2 and SUZ12; **r** EZH2 and H3K27me3 in *Nup210* KO 4T1 cells.

### Increased recruitment of heterochromatin-modifying enzymes, SUV39H1 and EZH2, to H3.1/3.2 in *Nup210* KO cells

H3.1 is known to be incorporated into nucleosomes in the S phase of the cell cycle in a replication-dependent manner^31^, which suggested that NUP210 loss might affect S-phase progression. As mentioned earlier, there were no consistent changes in the S phase of the cell cycle in *Nup210* KO cells (Fig. 3i, j), suggesting that NUP210–H3.1/3.2 association might have a different role in metastatic cells. The effect of NUP210 loss on H3.1/3.2 interactions in metastatic cells was therefore examined. Loss of NUP210 resulted in a redistribution of H3.1/3.2 from the nuclear periphery to foci-like structures inside the nucleus (Fig. 4h, i), suggesting that NUP210 might be tethering H3.1/3.2 to the nuclear envelope. A significant enrichment of the H3K27me3 heterochromatin mark at the nuclear periphery was also observed. Costaining with H3K9me3, a pericentric heterochromatin-associated histone marker, and 4′,6-diamidino-2-phenylindole (DAPI) revealed that the redistributed H3.1/3.2 colocalized with heterochromatin in *Nup210* KO cells (Fig. 4j, k). 3D reconstruction revealed that H3.1/3.2 foci were localized on the periphery of H3K9me3-marked region (Fig. 4l and Supplementary Movies 1 and 2). Many of the foci appeared on the heterochromatin-enriched nucleolar periphery (Fig. 4m). Like 4T1, H3.1/3.2 was also redistributed from the nuclear periphery to intranuclear foci in *NUP210*-depleted ER+ MCF7 cells (Supplementary Fig. 5c, d). Although there was a significant loss of H3.1/3.2 from the nuclear periphery of *NUP210*-depleted, ER−, MDA-MB-231 cells (Supplementary Fig. 5e, f), H3.1/3.2 foci was not prominent in these cells suggesting a subtype-specific effect of NUP210 loss. Live-cell imaging demonstrated that nuclear size was significantly decreased in *Nup210* KO cells throughout the cell cycle (Fig. 4n), suggesting that the loss of NUP210 might increase heterochromatinization^32^. Co-IP in *Nup210* KO cells revealed a decreased association of H3.1/3.2 with Lamin B1 and increased association with heterochromatin-modifying enzymes, SUV39H1 (catalyzing H3K9me3) (Fig. 4o) and EZH2 (Fig. 4p), a key component of the polycomb-repressive complex 2 (PRC2) (catalyzing H3K27me3)^33^. Further analysis of other PRC2 components revealed an increased association of EZH2 with SUZ12 (Fig. 4q) and H3K27me3 (Fig. 4r) in *Nup210* KO cells. Taken together, these results suggest that NUP210 restricts the recruitment of heterochromatin-modifying enzymes to H3.1/3.2 at the nuclear periphery.

### NUP210 loss increases heterochromatin spreading and decreases expression of cell adhesion/migration-related genes

To test whether NUP210 loss promotes heterochromatin formation, we performed chromatin immunoprecipitation followed by sequencing (ChIP-seq) analysis of NUP210, H3K27me3 (repressive), and H3K4me3 (active) histone marks. 

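ChIP-seq libraries of 4T1 cells, a mouse mammary tumor line, were compared between cells with a control guide RNA (sg-Ctrl) and Nup210 knockout (KO) cells. H3K27me3 and H3K4me3 were each profiled in sg-Ctrl and in KO cells. NUP210 and an antibody to several nuclear pore proteins (NPC) were profiled in sg-Ctrl cells. Each of these 6 conditions has 1 library, so there are no replicates and no test of KO against sg-Ctrl over replicates was possible. The intervals given cover counting error only. The authors called peaks with SICER in each library against IgG, with windows of 200 bp for H3K4me3 and 1000 bp for the other targets, and deposited for each peak its ChIP reads, its IgG reads, a p-value, a fold over IgG and an FDR. Folds over IgG given here are the authors' own values. The lists pair peaks with the genes they meet, which are gene bodies for H3K27me3, NUP210 and NPC and the 4 kb on either side of the TSS for H3K4me3, so peaks away from genes are not analysed here. Repeated entries of a peak were collapsed. The lists held 9555 H3K27me3 peaks in sg-Ctrl and 8874 in KO, 11018 H3K4me3 peaks in sg-Ctrl and 10854 in KO, 13204 NUP210 peaks and 11234 NPC peaks. Peaks of H3K27me3 contained 7719297 reads in sg-Ctrl and 26811061 in KO, and those of H3K4me3 contained 26236314 and 24873356 reads. NUP210 peaks contained 7194586 reads and NPC peaks 5866175. The library sizes relative to IgG, recovered from the authors' folds, show that the KO library was 3.16 times as deep as the sg-Ctrl library for H3K27me3 and 1.27 times as deep for H3K4me3. Reads were divided by this relative library size to compare KO with sg-Ctrl. The median fold over IgG was 2.57 and 2.39 for H3K27me3 in sg-Ctrl and KO, 49.96 and 34.6 for H3K4me3, 1.19 for NUP210 and 1.10 for NPC. The lists were used as deposited, and 4093 NUP210 peaks (31.0%) and 5427 NPC peaks (48.3%) had an FDR above 0.05, against 428 and 558 H3K27me3 peaks in sg-Ctrl and KO. With peaks of at least 2-fold over IgG alone, 424 NUP210 peaks and 76 NPC peaks were left. The paper's text names no genome build for ChIP-seq. Gene starts or ends in the NUP210 list lay within 50 bp of those of GRCm38 for 87.0% of the genes matched by name, and positions are given as in the lists.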

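NUP210 peaks that met a gene body numbered 13204, covered 266 Mb with a median width of 14000 bp, and fell on 6291 genes. Of these peaks, 9111 (69.0%) had an FDR of at most 0.05, while 2004 (15.2%) had fewer reads than the scaled IgG library. SICER computes the FDR from the p-value, its rank and the number of candidate peaks, so the genome-wide number of candidates could be recovered as the smallest number that gives whole or tied ranks. This gave 34490 candidate NUP210 peaks, of which 24903 had an FDR of at most 0.05. The 9111 listed peaks at this FDR are 36.6% of them, which leaves 63.4% that met no listed gene body. The distance of those peaks to TSS was not analysed here.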

ChIP-seq analysis revealed that the majority (55.33%) of the NUP210 peaks are within intergenic regions (Supplementary Fig. 6a), with 19.01% of NUP210 peaks within 10 kb of transcription start sites (TSS). The rest of the peaks were found within gene bodies, but mainly enriched in 3′-transcription end sites of the genes (Supplementary Fig. 6b). Moreover, 40% (9962 peaks) of NUP210 peaks overlap with H3K27me3 (false discovery rate (FDR) < 0.05) (Supplementary Fig. 6c), indicating H3K27me3 enrichment surrounding the NUP210-bound gene bodies. In addition, in *Nup210* KO cells, increased H3K27me3 over NUP210-bound gene bodies was observed (Fig. 5a), suggesting that these genes were undergoing heterochromatinization. 

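The position of each NUP210 peak midpoint was taken along the gene, divided into 5 equal parts from its start to its end, over 14563 pairs of a peak and a gene. Midpoints lay inside the gene in 11944 pairs, upstream of the start in 1235 and downstream of the end in 1384. Of the midpoints inside genes, 19.6% (95% Wilson interval 18.9 to 20.3) fell in the first part of the gene, 21.4% in the second, 21.7% in the third, 20.0% in the fourth and 17.3% (16.6 to 18.0) in the last, where an even spread gives 20%. NPC peaks gave 20.4% in the first part and 17.0% in the last (10014 midpoints). Counted by coverage instead of midpoints, a measure chosen after the data were seen, NUP210 peaks covered the gene end in 23.7% of pairs and the gene start in 20.1%, and NPC peaks covered them in 24.8% and 21.3%. Of the alternatives set before the data were seen, a fold over IgG of at least 2 moved the position most, and 20.1% of NUP210 midpoints then fell in the last part and 15.6% in the first.

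**Figure D1:**
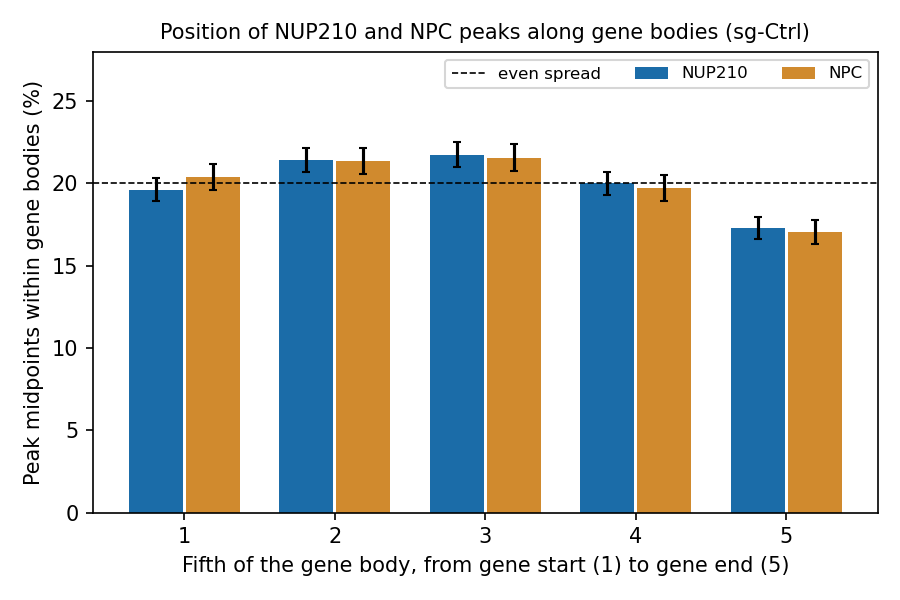
Share of NUP210 and NPC peak midpoints inside gene bodies (y axis, %) by part of the gene, 5 equal parts from start to end (x axis), in sg-Ctrl cells. Bars are shares of 11944 and 10014 midpoints, error bars are 95% Wilson intervals and the dashed line is an even spread of 20%. The last part has the lowest bar for both targets, at 17.3% and 17.0%.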

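Of the 13204 NUP210 peaks on gene bodies, 4611 overlapped an H3K27me3 peak of sg-Ctrl cells by at least 1 bp, a share of 34.9% (95% Wilson interval 34.1 to 35.7). With the H3K27me3 peaks of Nup210 KO cells, 4699 overlapped (35.6%, 34.8 to 36.4). To give a chance level, the NUP210 peaks were shifted 1000 times along the joined gene bodies of each chromosome. The shifted peaks overlapped H3K27me3 of sg-Ctrl cells in a median of 28.5% (lowest to highest shift, 26.3 to 31.6). For KO cells the median was 29.4% (lowest to highest shift, 27.1 to 32.3). In either list, 0 of the 1000 shifts reached the observed share. Requiring a fold over IgG of at least 2 in both lists moved the shares most, to 22.9% in sg-Ctrl and 20.8% in KO. At an FDR of at most 0.05 in both lists, a setting chosen after the data were seen, they were 33.1% and 33.6%. The overlap with sg-Ctrl H3K27me3 was 35.1% (34.1 to 36.1) for NUP210 peaks with an FDR of at most 0.05 and 34.5% (33.1 to 36.0) for those above it. With KO H3K27me3 these shares were 36.2% (35.3 to 37.2) and 34.1% (32.7 to 35.6).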

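Among the 6291 genes with a NUP210 peak, 2318 (36.8%, 95% Wilson interval 35.7 to 38.0) had an H3K27me3 peak on the gene body in sg-Ctrl cells and 2387 (37.9%, 36.8 to 39.1) in Nup210 KO cells. Of these, 2110 genes had one in both lists, 277 in KO alone and 208 in sg-Ctrl alone. NUP210-bound genes were longer than unbound ones (medians of 49.6 and 14.0 kb, among genes with an H3K4me3 peak), so they were set beside unbound genes matched on length. Among the 3271 bound genes with an H3K4me3 peak, 10.2% had H3K27me3 in sg-Ctrl, against a median of 9.08% (middle 95%, 8.13 to 10.0) over 10000 matched lists of unbound genes. In KO the share was 8.80% against 6.88% (6.08 to 7.73). Of these 3271 genes, 31 had H3K27me3 in KO alone (0.948%; matched lists 0.489 to 1.10) and 76 in sg-Ctrl alone (2.32%; 2.42 to 3.55), the reverse order of that among all bound genes. H3K27me3 peaks of both lists that overlap were then joined into regions. Regions that met a NUP210 peak numbered 4127, of which 2893 held H3K27me3 peaks in both lists, 665 in KO alone and 569 in sg-Ctrl alone. Over the 2893 regions, scaled H3K27me3 reads inside each list's own peaks were divided by the length of the joined region. Reads in the rest of the region were not counted, so longer peaks in KO raise the ratio. Its median log2, KO to sg-Ctrl, was 0.0037 (95% interval from order statistics, -0.023 to 0.031). Of the regions, 50.3% were higher in KO. The 3354 such regions that met no NUP210 peak had a median of 0.03. The sign of the median over the 2893 regions depends on the scaling, which shifts all regions by the same amount. It also depends on the length by which reads are divided. Scaled by the reads of the shared peaks, the median was -0.12 and 41.7% of the regions were higher in KO. Without scaling it was 1.66, which leaves in the difference in depth. With library-size scaling but per kb of each list's own peaks, the median was -0.13 and 34.4% of the regions were higher in KO. That measure was chosen after the data were seen. So were the 375 peaks with the same start and end in both lists that met a NUP210 peak, where the median was -0.18. Over the same 2893 regions the covered length was 127 Mb in sg-Ctrl and 146 Mb in KO, with 45.9 and 42.9 scaled reads per kb of peak.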

There was an overall expansion of H3K27me3 peak regions, suggesting H3K27me3-marked heterochromatin spread (Fig. 5b). 

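H3K27me3 peaks on gene bodies were fewer in Nup210 KO cells than in sg-Ctrl cells and covered more length in all. They covered 221 Mb in sg-Ctrl and 264 Mb in KO, a rise of 19.1%, and their mean width went from 23.2 to 29.7 kb and their median width from 14 to 15 kb. Of the length covered in KO, 31.7% (83.6 Mb) lay outside the peaks of sg-Ctrl, while 18.6% of the sg-Ctrl length (41.3 Mb) lay outside the peaks of KO. In the 6247 regions with peaks in both lists, the covered length was greater in KO in 3454, smaller in 1837 and equal in 956, with a median log2 ratio of 0.07. A further 2170 regions held peaks in KO alone and 1771 in sg-Ctrl alone. Mean signal in the peaks was 41.2 scaled reads per kb in sg-Ctrl and 38.0 in KO. The KO library was the deeper, and 43.1% of the peaks in KO alone had a density under the 5th percentile of sg-Ctrl peaks of the same width. The ratio of covered lengths was 1.19 and moved most with autosomes alone, to 1.18. By gene, the largest gains in covered length were in Dlg2 (chromosome 7, 91090786 to 92449246), from 351 to 845 kb, Dlgap2 (120 to 478 kb) and Mdga2 (138 to 485 kb). The largest losses were in Ccser1 (chromosome 6, 61180325 to 62382863), from 404 to 8 kb, Opcml (358 to 12 kb) and Kcnq5 (351 to 43 kb). From the expansion of peak regions, the paper proposes that heterochromatin marked by H3K27me3 spread in KO cells.

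**Figure D2:**
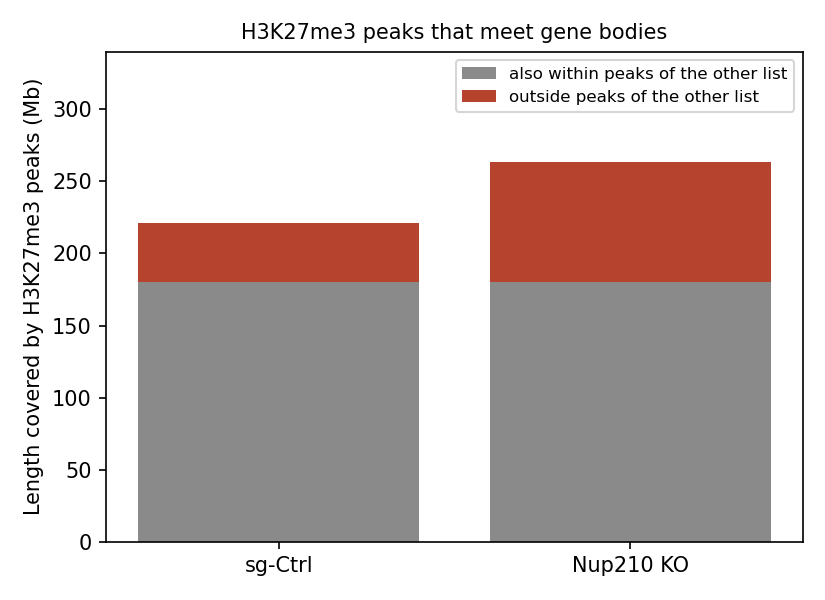
Length covered by H3K27me3 peaks that meet gene bodies (y axis, Mb) in sg-Ctrl and Nup210 KO cells, 1 library each. Grey marks length also covered in the other list and red marks length outside it, which is 41.3 Mb in sg-Ctrl and 83.6 Mb in KO.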

Integration of ChIP-seq dataset for active enhancer (H3K27Ac)^34^ revealed that NUP210 was enriched at regions surrounding H3K27Ac (Supplementary Fig. 6d). Loss of NUP210 resulted in an increase in the repressive H3K27me3 mark across these enhancer regions, suggesting NUP210 might be preventing heterochromatin from spreading across distal regulator elements as well as gene bodies.

**Fig. 5:**
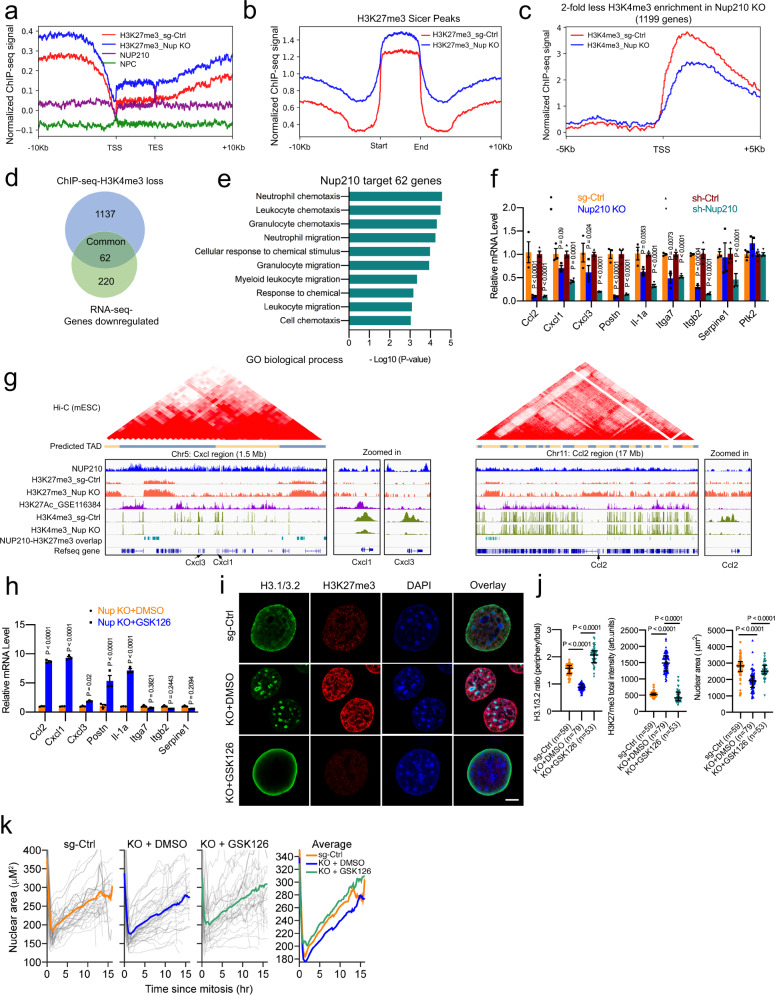
Loss of NUP210 is associated with H3K27me3-marked heterochromatin spreading in 4T1 cells. **a** H3K27me3 peak enrichment on gene bodies in *Nup210* KO cells within NUP210-enriched regions. **b** H3K27me3 ChIP-seq profile in sg-Ctrl and *Nup210* KO cells. **c** H3K4me3 ChIP-seq profile on gene promoters in sg-Ctrl and *Nup210* KO cells. **d** Overlap of genes with H3K4me3 loss on the promoter and downregulated expression in *Nup210* KD cells. **e** Gene Ontology (GO) analysis of overlapped genes from (**d**). **f** qRT-PCR analysis of cell migration-related genes in *Nup210* KO and KD 4T1 cells. Multiple two-tailed *t* test, mean ± s.e.m, *n* = 3 biological replicates (sg-ctrl vs Nup210 KO), *n* = 4 biological replicates (sh-Ctrl vs sh-Nup210). **g** Representative ChIP-seq (NUP210-, H3K27Ac-, H3K27me3- and H3K4me3) tracks with predicted TADs within *Cxcl* and *Ccl2* region. **h** qRT-PCR analysis of cell migration-related genes in DMSO- and GSK126-treated *Nup210* KO 4T1 cells. Multiple two-tailed *t* test, mean ± s.e.m, *n* = 3 biological replicates. **i** Representative images of H3.1/3.2 and H3K27me3 distribution in DMSO- and GSK126-treated *Nup210* KO cells. Scale bar = 5 μm. **j** H3.1/3.2 intensity ratio, H3K27me3 intensity and nuclear area quantification in DMSO- and GSK126-treated *Nup210* KO 4T1 cells. Kruskal–Wallis ANOVA with Dunn’s multiple comparison test, error bar represents median with interquartile range. ‘*n*’ in *X*-axis is the number of cells analyzed per condition. **k** Live-cell tracking of a nuclear area in DMSO- and GSK126-treated *Nup210* KO cells. *n* = 40 (sg-Ctrl), *n* = 41 (KO + DMSO), and *n* = 31 cells analyzed per conditions.

Since enhancer–promoter interactions are critical for the regulation of gene expression^35,36^ and H3.1/3.2 is preferentially enriched at the poised promoters, we applied structured illumination microscopy (SIM) to examine the intranuclear distribution of H3K4me3 (promoter) and H3K27Ac (enhancer) marks in *Nup210* KO cells. Although there were no significant changes in H3K4me3 volume in *Nup210* KO cells, H3K27Ac volume was significantly reduced (Supplementary Fig. 6e, f and Supplementary Movies 3 and 4), suggesting the decrease of enhancer regions. There was no noticeable alteration of H3K4me3 distribution in relation to H3.1/3.2 foci in *Nup210* KO cells (Supplementary Fig. 6g). However, ChIP-seq of H3K4me3 revealed that the TSS of 1199 genes showed 2-fold decreased enrichment of H3K4me3 in *Nup210* KO cells (Fig. 5c). 

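An H3K4me3 peak within 4 kb of the TSS was listed for 12197 genes in both libraries, for 256 genes in sg-Ctrl alone and for 240 in Nup210 KO alone. For each gene, reads per kb of its TSS peak, scaled by relative library size, were compared between KO and sg-Ctrl. The ratio was at most 0.5 in 1178 genes (9.66%, 95% Wilson interval 9.15 to 10.2) and at least 2 in 64 (0.525%, 0.411 to 0.669). Where a gene had several TSS peaks, the peak with the highest reads per kb was used, a choice made after counts from several choices had been seen beside the paper's number. Other choices of the peak gave between 1166 and 1222 genes with a 2-fold lower value. Among the 11066 genes with a single TSS peak in each list, 1026 were 2-fold lower. With the authors' fold over IgG of the TSS peak in place of reads per kb, 2134 genes were lower and 302 higher. The ratio was lower in KO for most genes, with a median log2 of -0.50 and 88.7% of the genes below 0. Relative to this median, 113 genes were 2-fold lower and 268 were 2-fold higher. The scaling moved the number of lower genes most. Scaled by the reads of the peaks shared by both lists, 153 genes were lower and 211 higher, so that the lower genes made up 42.0% of those past 2-fold, against 94.8% with library size. The number of higher genes moved most, to 304, when genes with a TSS peak in KO alone were counted. TSS peaks were also wider in KO, with a median of 4200 bp against 3600 bp, and total scaled reads per gene, to which a wider peak adds reads, had a median log2 ratio of -0.33, with 889 genes 2-fold lower and 207 higher. The share of 2-fold lower genes differed between chromosomes, from 23.4% on chromosome 4 and 20% on chromosome 5 to 3.25% on chromosome 7. Of genes with at least 100 reads in the higher library, BC039966 (chromosome 4, log2 ratio -4.57), Tnip1 (-3.09) and C920009B18Rik (-3.05) were lowest. The TSS peaks of both lists overlapped at 1161 of the 1178 lower genes and at 56 of the 64 higher genes. With the same minimum of reads, the highest ratios, at Wdr64 (2.67) and Ckb (2.21), compare peaks that do not overlap, so they are not a change at one site. The next, 4930468A15Rik (2.02), had fewer reads than scaled IgG in both libraries.

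**Figure D3:**
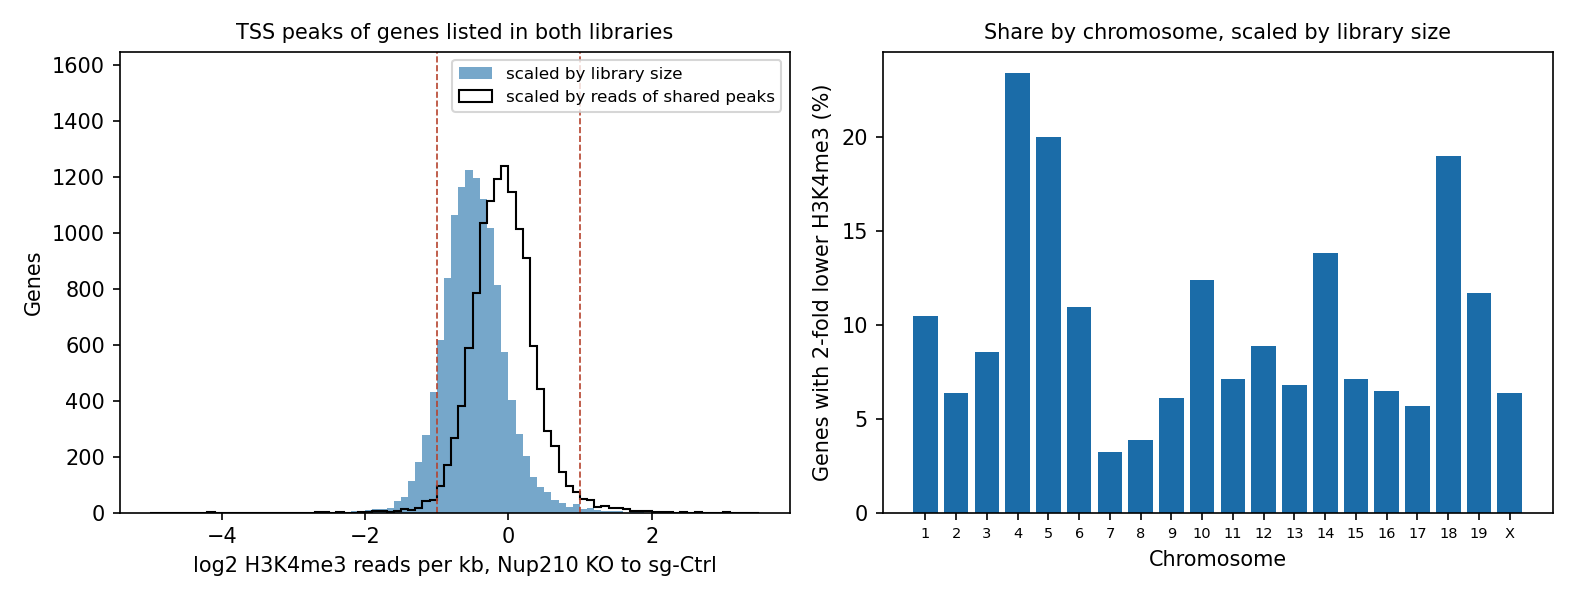
Left, number of genes (y axis) by log2 ratio of H3K4me3 reads per kb at the TSS, Nup210 KO to sg-Ctrl (x axis), for 12197 genes, scaled by library size (blue) or by the reads of shared peaks (black outline), with dashed lines at 2-fold. Right, share of genes with a 2-fold lower ratio (y axis, %) by chromosome (x axis), scaled by library size. The blue distribution is centred at -0.50 and the bars run from 3.25% on chromosome 7 to 23.4% on chromosome 4.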

RNA-seq of *Nup210* KD 4T1 cells identified 282 downregulated (2-fold) and 249 upregulated (2-fold) genes (Supplementary Fig. 6i), 62 of which had H3K4me3 loss at the promoter and ≥2-fold decreased expression (Fig. 5d) and thus were likely to be direct targets of NUP210 regulation. Gene ontology (GO) analysis on the 62 genes showed enrichment of cell migration and chemotaxis processes (Fig. 5e), including chemokines (*Ccl2*, *Cxcl1*, and *Cxcl3*), cytokine (*Il-1a*), and cell adhesion (*Postn*, *Serpine1*, *Itga7*, *Itgb2*) molecules (Fig. 5f and Supplementary Fig. 6j). 

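H3K4me3 was read at the TSS of genes from this list in sg-Ctrl and Nup210 KO cells; the RNA-seq and the gene ontology analysis were not analysed here. At Nup210 itself (chromosome 6, 91013067 to 91116826), the TSS peak held 885 reads in sg-Ctrl and 913 in KO, a log2 ratio of scaled reads per kb of -0.41, or 0.01 when scaled by shared peaks. For Ccl2, Cxcl3, Postn and Itga7 a TSS peak was listed in sg-Ctrl cells alone. That of Ccl2 (chromosome 11, 82033201 to 82036200) held 119 reads (exact Poisson 95% interval 98.6 to 142) against 56 IgG reads, a fold of 2.00, lower than all but 0.517% of the peaks of its list. Those of Cxcl3, Postn and Itga7 held 275, 77 and 551 reads. A peak missing from the KO list gives no read count there, so no ratio was computed. In both lists a peak was present at Cxcl1, Il1a and Itgb2. At Cxcl1 (chromosome 5, 90891245 to 90893115) it held 2435 reads in sg-Ctrl (2339 to 2534) and 1550 in KO (1474 to 1629), a log2 ratio of -1.38. The log2 ratio was -1.90 at Il1a (1171 and 179 reads) and -1.87 at Itgb2 (972 and 193 reads). Relative to the median of all genes, the ratios were -0.88 at Cxcl1, -1.40 at Il1a and -1.37 at Itgb2. Scaled by the reads of shared peaks, Cxcl1 was at -0.95, Il1a at -1.48 and Itgb2 at -1.45. Genes of chromosome 5, which holds Cxcl1 and Cxcl3, had a median log2 ratio of -0.72, and those of chromosome 11, which holds Ccl2, one of -0.48. At Ptk2, measured beside these genes in Fig. 5f, the log2 ratio was -0.97. H3K27me3 peaks on the gene body were listed for Postn in KO alone, with folds over IgG of 4.14 and 1.38, and in both lists for Ptk2, where each had fewer reads than scaled IgG. None was listed for Ccl2, Cxcl1, Cxcl3, Il1a, Itga7 or Itgb2.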

Similar transcriptional changes were also observed in NUP210-depleted 6DT1 cell line (Supplementary Fig. 6k). 

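H3K27me3 peaks on gene bodies were counted in windows as wide as the regions of Fig. 5g, centred on Cxcl1 and Cxcl3 and on Ccl2. In the 1.5 Mb window of chromosome 5 (90089610 to 91589609), sg-Ctrl cells had 6 peaks that covered 389 kb and Nup210 KO cells 5 peaks that covered 307 kb, with 59.7 and 48.8 scaled reads per kb of peak. These peaks lay on Alb, Afp, Afm, 5830473C10Rik, Btc and Parm1. Over all of chromosome 5, the median log2 ratio of H3K27me3 per kb of each list's own peaks was -0.28. The lower density in this window may therefore not be local. The peak nearest Cxcl3 was 198 kb away in sg-Ctrl and 227 kb away in KO, among peaks that meet a gene body. In the 17 Mb window of chromosome 11 (73536515 to 90536514), sg-Ctrl cells had 62 peaks that covered 1059 kb and KO cells 52 peaks that covered 1316 kb, with 33.5 and 32.1 scaled reads per kb. The peak nearest Ccl2 lay on Ccl11 in sg-Ctrl, 12.5 kb away, and on Ccl7 in KO (82040001 to 82049000), 2.55 kb away with a fold over IgG of 1.41. The change in covered length kept its direction in each window when the window was made wider or narrower. It moved most at Ccl2, from 257 kb to 28 kb in the narrower and 496 kb in the wider window. Most of the net rise of 257 kb therefore lay outside the narrower window, away from Ccl2. Toward the end of the window, a peak on Tmem100 was 142 kb wide in KO (90026001 to 90168000) and 30 kb in sg-Ctrl. A NUP210 peak was listed for Cxcl3, with a fold over IgG of 1.14, and none for Cxcl1 or Ccl2.

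**Figure D4:**
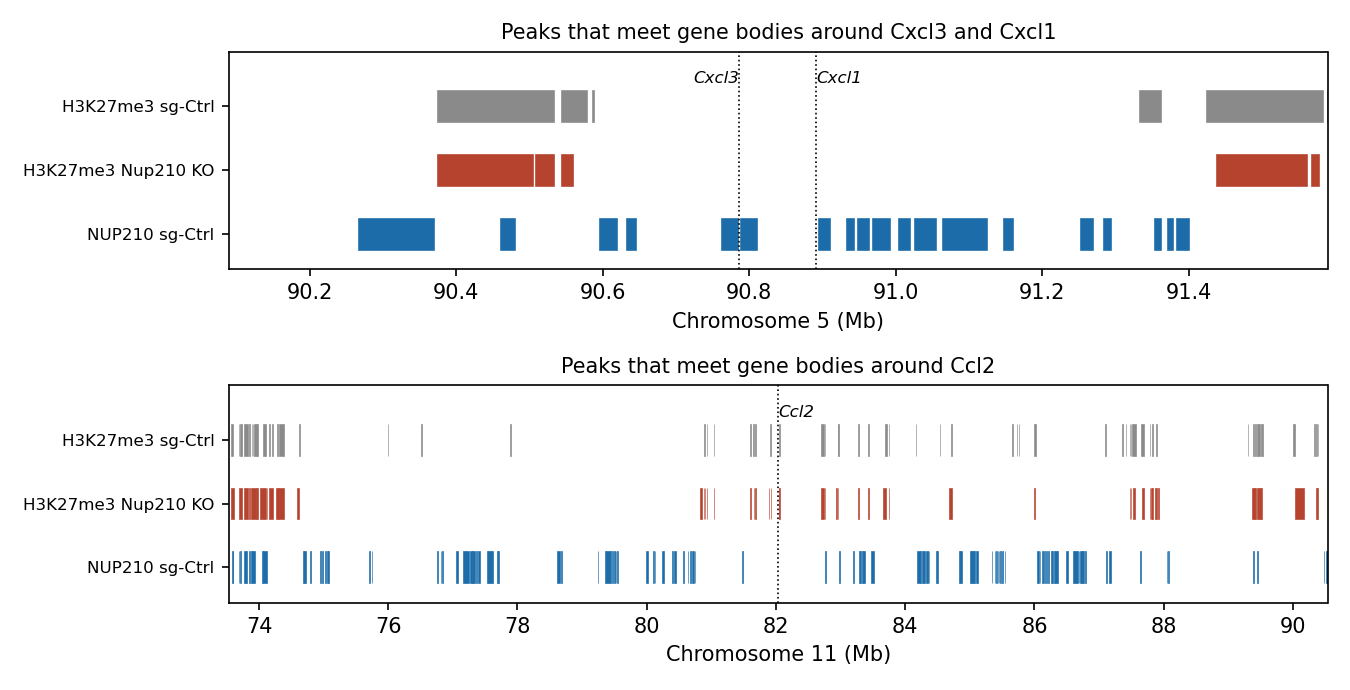
H3K27me3 peaks of sg-Ctrl (grey) and Nup210 KO cells (red) and NUP210 peaks of sg-Ctrl cells (blue) that meet gene bodies, drawn to scale along chromosome 5 around Cxcl1 and Cxcl3 and along chromosome 11 around Ccl2 (x axes, Mb). Dotted lines mark the genes. H3K27me3 covers 389 kb in sg-Ctrl and 307 kb in KO in the upper window, and 1059 kb and 1316 kb in the lower.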

Integration of publicly available high-throughput chromosome conformation capture (Hi-C) data from mouse embryonic stem cells (mESCs)^37^ using the 3D-Genome Browser^38^ revealed that H3K27me3 accumulated across the *Cxcl* and *Ccl2* loci topologically associated domains (TADs) in *Nup210* KO cells (Fig. 5g), and was accompanied by a marked loss of H3K4me3 at the promoters of these genes, implying that NUP210 loss results in heterochromatinization across the *Cxcl*/*Ccl2* enhancer and promoter regions.

To test whether the expression of NUP210-regulated genes can be rescued in *Nup210* KO cells by inhibiting heterochromatization, cells were treated with an EZH2 inhibitor GSK126, which prevents H3K27me3 modification. Treatment with GSK126 significantly increased the expression of *Ccl2*, *Cxcl1*, *Cxcl3*, *Postn*, and *Il-1a* (Fig. 5h), suggesting that they were suppressed through heterochromatinization in *Nup210* KO cells. In contrast, GSK126 treatment decreased the expression of *Itga7*, *Itgb2*, and *Serpine1*, implying that they were either not directly suppressed by heterochromatinization or could be suppressed by a nonspecific effect of the drug. Interestingly, perinuclear distribution of H3.1/3.2 and nuclear size was significantly restored in GSK126-treated *Nup210* KO cells (Fig. 5i, j). Live-cell tracking of nuclear size further supported the observation that GSK126 treatment significantly rescued the nuclear size of *Nup210* KO cells (Fig. 5k). These results are consistent with the role of NUP210 in preventing H3K27me3 heterochromatinization of perinuclear DNA.

### Nup210 loss is associated with differential repositioning of cell migration-related gene loci

To determine whether NUP210 regulates its target genes through anchoring TADs to the nuclear periphery, 3D-DNA fluorescent in situ hybridization (FISH) was performed. FISH probes were generated from bacterial artificial chromosome clones (~2 Mb) spanning *Cxcl*, *Postn*, *Ccl2*, and *Itgb2* genomic regions. As expected, the majority of the FISH spots were observed near the nuclear periphery in aneuploid 4T1 cells (Supplementary Fig. 7a). Interestingly, in *Nup210* KO cells, *Cxcl*, *Postn*, and *Itgb2* loci were repositioned within the nucleus (Supplementary Fig. 7b), with *Cxcl* and *Itgb2* loci repositioned closer to the nuclear periphery, and the *Postn* locus repositioned away from the periphery. Radial positioning of the *Ccl2* locus, however, was not significantly changed. Rather, the distance of *Ccl2* FISH spots to heterochromatin foci was significantly reduced in *Nup210* KO (Supplementary Fig. 7c) cells. These results suggest that NUP210 loss is associated with altered chromatin topology and nuclear positioning of cell migration-related gene loci. Since three-dimensional chromatin domains are organized into transcriptionally active (A compartment) and repressive (B compartment) compartments within the nucleus^39^, repositioning of these genes in *Nup210* KO cells is consistent with their repositioning into repressive B compartment due to the heterochromatinization.

### NUP210 is mechanosensitive and regulates focal adhesion, cell migration, and invasion

Alterations in cell adhesion/migration-related gene expression can lead to changes in cellular adhesion, a critical phenotype in metastatic progression. *Nup210* KO cells exhibited less spread, round morphology when they were grown on type I collagen and fibronectin matrices (Fig. 6a). Staining for phospho-FAK (Y397) and phalloidin revealed that loss of *Nup210* significantly decreased the focal adhesions (area and count), actin stress fibers, and cell spreading when plated on type I collagen or fibronectin (Fig. 6b, c). Similar results were obtained in the case of *Nup210*-knockdown 4T1 (Supplementary Fig. 8a), 6DT1 (Supplementary Fig. 8b, c), and human MDA-MB-231 cells (Supplementary Fig. 8d). Consistently, the protein level of phospho-FAK (Y397) was also decreased in NUP210-depleted mouse (Supplementary Fig. 8e–g) and human (Supplementary Fig. 8h, i) breast cancer cells. In addition, there was a significant decrease of phospho-FAK (Y397) staining within the *Nup210* KO primary tumors, suggesting that NUP210 loss also affects focal adhesion in vivo (Fig. 6d). To test whether the constitutively active FAK can rescue the metastasis defects of *Nup210* KO cells, we stably expressed Myc-tagged FAK in *Nup210* KO cells (Fig. 6e). Although there was no significant effect on primary tumors in FAK-expressing cells (Fig. 6f), both tumor-normalized lung metastases count (Fig. 6h) and metastasis incidence (Fig. 6i) were significantly rescued indicating that NUP210 is mediating its effects on metastasis through the focal adhesion signaling pathway.

**Fig. 6:**
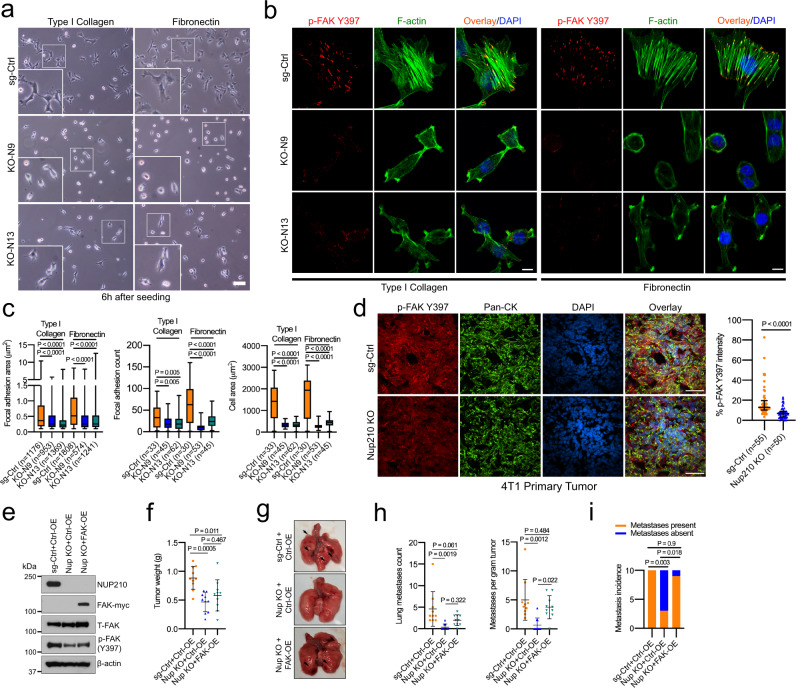
*Nup210* regulates focal adhesion of tumor cells. **a** Representative brightfield images of 4T1 *Nup210* KO cells on type I collagen and fibronectin. Scale bar = 100 μm. **b** Representative images of p-FAK (Y397) focal adhesions and F-actin in sg-Ctrl and *Nup210* KO cells on type I collagen and fibronectin. Scale bar = 10 μm. **c** Quantification of focal adhesion area, count, and cell spreading in sg-Ctrl and *Nup210* KO 4T1 cells. ANOVA with Tukey’s multiple comparison correction. The box represents the 25th to 75th percentile, whiskers represent data range, and the horizontal line represents the median. **d** (Left) Immunostaining of *Nup210* KO (KO-N13) 4T1 primary tumors with p-FAK Y397 and pan-cytokeratin (Pan-CK) antibodies. Scale bar = 50 μm. (Right) quantification of p-FAK Y397 signal in the Pan-CK-stained tumor area. *N* = 5 mice per condition, ~10 independent fields per mouse tumor section. Mann–Whitney *U* test, median with interquartile range. **e** Western blot of myc-tagged FAK overexpression in *Nup210* KO 4T1 cells. **f** Primary tumor weight in FAK-overexpressing *Nup210* KO (KO-N13) 4T1 cells. ANOVA with Tukey’s multiple comparison correction, mean ± s.d. *n* = 10 mice per group. **g** Representative lung images of the mice injected with FAK-overexpressing *Nup210* KO cells. **h** Lung metastasis count and metastases normalized to tumor weight in FAK-overexpressing *Nup210* KO cells. ANOVA with Tukey’s multiple comparison correction, mean ± s.d. *n* = 10 mice per group. **i** Metastasis incidence in mice injected with FAK-overexpressing *Nup210* KO cells. *χ*^2^ test with Bonferroni correction. *n* = 10 mice per group.

As focal adhesion contributes to the mechanical response of tumor cells, we asked whether NUP210 is mechanosensitive in metastatic cells. 4T1 cells grown on soft/low stiffness (0.2 kPa) condition exhibited a round colony-like morphology, while on the higher stiffness conditions (12 kPa), these cells exhibited a more spread morphology (Fig. 7a). Increased protein levels of p-FAK (Y397) and NUP210 were found in the higher stiffness condition (Fig. 7b), indicating that NUP210 protein is mechanosensitive in 4T1 cells. Moreover, NUP210 protein level was higher on cells grown on type I collagen than fibronectin (Supplementary Fig. 8j), suggesting that NUP210 might be sensitive to different ECM compositions. Many of the NUP210-regulated genes were also sensitive to higher ECM stiffness conditions (Fig. 7c). However, unlike protein level, transcript levels of Nup210, FAK (Ptk2), as well as a known mechanosensitive transcription factor, Yap1, were not significantly upregulated in higher stiffness conditions. This result is consistent with the previous observation that soft matrices tend to degrade mechanosensitive proteins^40^ and rapid reduction of NUP210 protein on soft matrix could be due to the post-transcriptional loss of protein stability. NUP210-depleted cells exhibited decreased spreading on the higher stiffness condition (Fig. 7d), consistent with NUP210 contributing to mechanosensation. As mechanosensation can occur through alteration of actin dynamics^41,42^, treatment with an actin polymerization inhibitor, cytochalasin D (CytoD), in 4T1 cells demonstrated that NUP210-depleted cells had decreased recovery of actin polymerization, as marked by phalloidin staining of actin stress fibers (Supplementary Fig. 8k). As the mechanical response is mediated through alteration of actomyosin tension, staining with phospho-myosin light chain 2 (MLC2-S19) and phalloidin revealed a decreased association of F-actin and activated myosin II (phospho-MLC2-S19) in *Nup210* KO cells grown on type I collagen and fibronectin matrices (Supplementary Fig. 8l). To further investigate the actomyosin contractility of *Nup210*-depleted cells, we stably expressed a fluorescently tagged stochiometric F-actin (F-tractin) and myosin II activity reporter (MLC2)^43^ in 6DT1 cells and performed live-cell imaging analysis. On type I collagen, both F-tractin and MLC2 remained associated at the actin stress fibers and lamellipodia in control cells compared to *Nup210* knockdown cells where they were localized at the nuclear periphery (Fig. 7e). In CytoD-treated conditions, F-tractin and MLC2 association was disrupted. After CytoD washout, control cells quickly recovered and maintained their F-tractin–MLC2 association at the lamellipodia (Supplementary Movie 5). In contrast, this association was disrupted in *Nup210* knockdown cells and MLC2 mainly localized at the nuclear periphery (Supplementary Movie 6). These results suggest that the loss of NUP210 is associated with decreased actomyosin contractility of cancer cells.

**Fig. 7:**
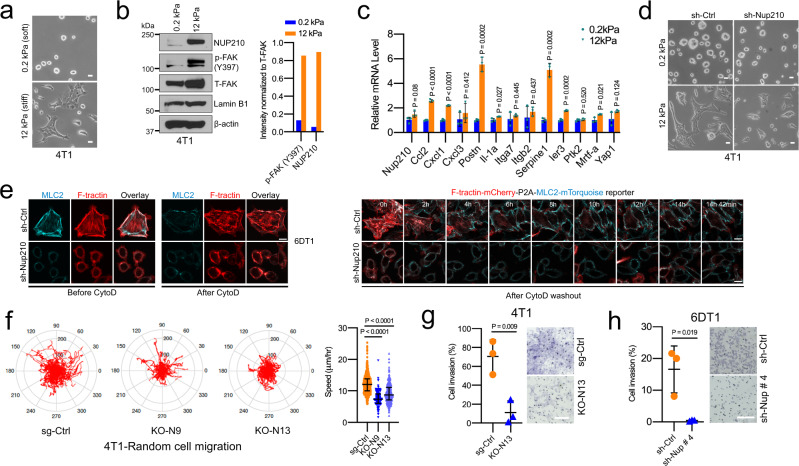
NUP210 is mechanosensitive and regulates tumor cell migration and invasion. **a** Representative images of 4T1 cells on fibronectin-coated hydrogel layers of soft (0.2 kPa) and stiff (12 kPa) matrices. Scale bar = 10 μm. **b** (Left) Western blot of NUP210, p-FAK Y397, and T-FAK (Total FAK) proteins of 4T1 cells grown on soft or stiff matrices. (Right) Quantification of signals normalized to T-FAK intensity. **c** qRT-PCR of *Nup210*-regulated and known mechanosensitive genes (*Ier3*, *Mrtf-a*, and *Yap1*) genes in soft and stiff matrices. Multiple two-tailed *t* test, mean ± s.e.m. *n* = 3 biological replicates. **d** Morphology of sh-Ctrl and *Nup210* KD 4T1 cells in soft and stiff matrices. Scale bar = 10 μm. **e** Live-cell imaging of F-tractin-MLC2 reporter transduced 6DT1 *sh-Nup210* cells. Cells were treated with cytochalasin D for 1 h and imaged overnight after drug washout. Scale bar = 10 μm. **f** (Left) cell migration tracks (red) of sg-Ctrl and *Nup210* KO 4T1 cells. (Right) Quantification of cell speed. Kruskal–Wallis ANOVA with Dunn’s multiple comparison correction, sg-Ctrl (*n* = 847 cells), KO-N9 (*n* = 124 cells), KO-N13 (*n* = 375 cells), error bar represents median with interquartile range. **g** Quantification (left) and representative images (right) of cell invasion for 4T1 (at 48 h) and (**h**) 6DT1 (at 24 h) NUP210-depleted cells. Two-tailed *t* test, mean ± s.d. *n* = 3 biological replicates. Scale bar = 100 μm.

As actomyosin contractility is critical for cell migration and invasion, live-cell imaging analysis of cell migration was performed and revealed a significant decrease of cell migration in *Nup210* KO cells than sg-Ctrl cells (Fig. 7f and Supplementary Movies 7–9). A significant reduction of cell invasion was also observed in NUP210-depleted 4T1 (Fig. 7g) and 6DT1 cells (Fig. 7h). Taken together, these results demonstrate that NUP210 is part of a sensor of the extracellular matrix (ECM) stiffness and composition that significantly affects the migratory and invasive ability of tumor cells.

### NUP210 is a LINC (linker of nucleoskeleton and cytoskeleton) complex-associated protein and regulates mechanosensitive gene expression

As mechanotransduction is mediated through the nuclear envelope-anchored LINC complex proteins^42,44^, we asked whether NUP210-dependent mechanical response is mediating through its association with LINC complex proteins. Co-IP revealed that NUP210 preferentially interacts with LINC complex protein SUN2, but not SUN1 (Fig. 8a). Immunofluorescence imaging showed that NUP210 was associated with SUN2 at the nuclear periphery (Fig. 8b). Interestingly, the perinuclear localization of SUN1 and SUN2 was significantly disrupted in *Nup210* KO cells (Fig. 8c). SUN2 was distributed diffusely throughout the cells with a significant increase in intranuclear distribution in *Nup210* KO cells (Fig. 8d). In addition, the ratio of the nuclear periphery to total nuclear intensity was significantly decreased in the case of both SUN2 and SUN1. Since NUP210 was affecting the LINC complex, we looked at the nuclear lamina of *Nup210* KO cells more closely. Although there were no significant changes in total Lamin B1 intensity, total Lamin A/C intensity was significantly increased in *Nup210* KO cells (Fig. 8e, f). In contrast, the ratio of the nuclear periphery tothe total intensity of both Lamin B1 and Lamin A/C was significantly reduced in *Nup210* KO cells. More interestingly, 3D surface reconstruction revealed that both Lamin B1 and Lamin A/C appeared as crevices inside the nucleus of *Nup210* KO cells (Fig. 8g and Supplementary Movies 10 and 11). Since increased Lamin A/C level has previously been shown to increase nuclear stiffness resulting in decreased cell migration and tumorigenesis^45,46^, we measured the level of total Lamin A/C protein using western blot. However, the total Lamin A/C protein level was not significantly changed in *Nup210* KO cells (Supplementary Fig. 9a), suggesting that the increased Lamin A/C intensity in immunofluorescence was probably due to the heterochromatin-mediated decrease of nuclear size, which resulted in a higher concentration of Lamin A/C at the nuclear envelope. Subcellular fractionation revealed that SUN2 and Lamin B1 proteins are mislocalized in the cytoplasmic fraction of *Nup210* KO cells (Fig. 8h). There was an overall decrease of SUN1 protein in the nuclear fraction of *Nup210* KO cells. The nuclear translocation of known mechanosensitive proteins (MRTF-A and YAP) was not affected in *Nup210* KO cells (Fig. 8h). Rather, there was an overall decrease of MRTF-A/MKL1 in nuclear fraction and the level of YAP was decreased in both cytoplasmic and nuclear fraction of *Nup210* KO cells. This result suggests that the role of NUP210 in mechanosensation is independent of the canonical nuclear translocation mechanism of mechanosensitive proteins^41,47^. However, the overall distribution of nuclear pore was not affected by *Nup210* KO (Supplementary Fig. 9b). In addition, the dynamic organization of nuclear pore was not compromised in NUP210-depleted cells as confirmed by fluorescence recovery after photobleaching (FRAP) analysis of GFP-tagged nuclear pore protein POM121 (Supplementary Fig. 9c). These results suggested that the loss of NUP210 is associated with alteration of nuclear lamina and uncoupling of LINC complex machinery resulting in altered mechanical response, cell migration, and metastasis.

**Fig. 8:**
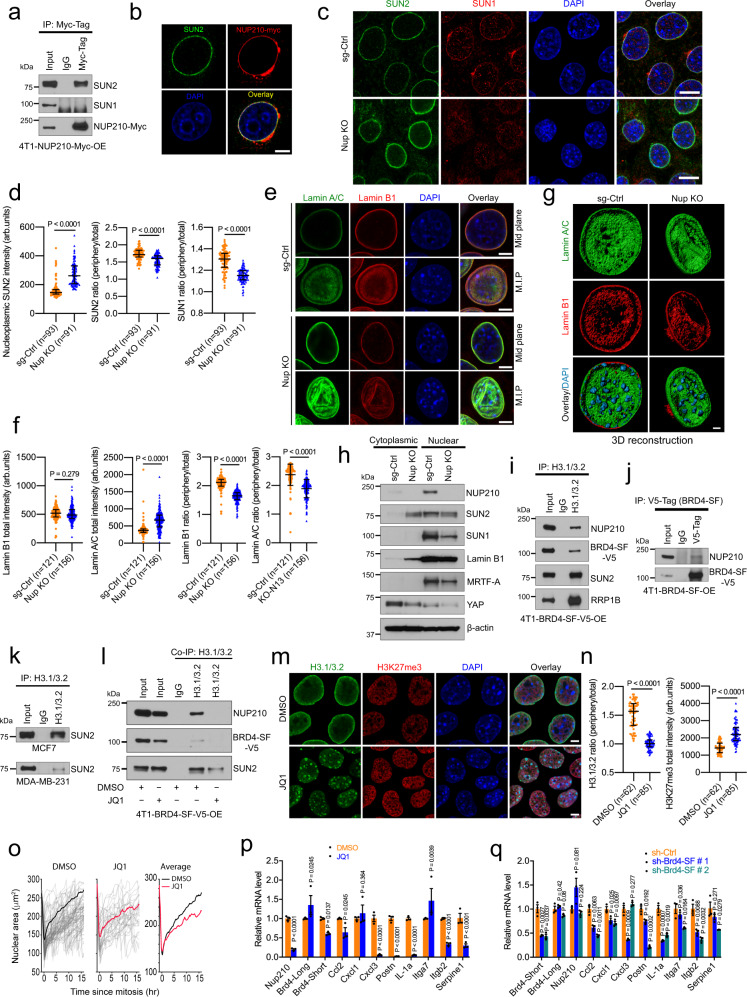
NUP210 is a LINC complex-associated protein mediating chromatin connection through the short isoform of BRD4. **a** Coimmunoprecipitation of myc-tagged NUP210 with SUN1 and SUN2. **b** Colocalization of SUN2 and myc-tagged NUP210. Scale bar = 5 μm. **c** Distribution of SUN1 and SUN2 in *Nup210* KO (KO-N13) 4T1 cells. Scale bar = 10 μm. **d** Quantification of SUN2 and SUN1 intensity in *Nup210* KO 4T1 cells. Mann–Whitney *U* test, error bar represents median with an interquartile range. ‘*n*’ equals the number of cells analyzed. **e** Distribution of Lamin B1 and Lamin A/C in *Nup210* KO 4T1 cells. MIP maximum intensity projection. Scale bar = 5 μm. **f** Quantification of Lamin B1 and Lamin A/C intensity in *Nup210* KO 4T1 cells. Mann–Whitney *U* test, error bar represents median with an interquartile range. ‘*n*’ equals the number of cells analyzed. **g** 3D reconstruction of Lamin B1, Lamin A/C, and DAPI (heterochromatin foci) distribution in *Nup210* KO 4T1 cells. Scale bar = 2 μm. **h** Subcellular fractionation of LINC complex proteins and mechanosensitive MRTF-A and YAP in *Nup210* KO 4T1 cells. **i** Co-IP of H3.1/3.2 with LINC complex proteins SUN2, BRD4 short isoform (BRD4-SF), and RRP1B in 4T1 cells. **j** Co-IP of V5-tagged BRD4-SF with NUP210 in 4T1 cells. **k** Co-IP of H3.1/3.2 and SUN2 in human MCF7 and MDA-MB-231 cell line. **l** Co-IP of H3.1/3.2 with NUP210 and SUN2 in JQ1-treated 4T1 cells. **m** Distribution of H3.1/3.2 and H3K27me3 in 4T1 cells treated with bromodomain inhibitor JQ1. Scale bar = 5 μm. **n** Quantification of H3.1/3.2 and H3K27me3 intensity in JQ1-treated 4T1 cells. Mann–Whitney *U* test, error bar represents median with an interquartile range. ‘*n*’ equals the number of cells analyzed. **o** Live-cell tracking of nuclear size in DMSO control (*n* = 122) and JQ1-treated 4T1 cells (*n* = 127). **p** qRT-PCR of NUP210-regulated genes in JQ1-treated 4T1 cells. Two-tailed *t* test, mean ± s.e.m. *n* = 3 biological replicates. **q** qRT-PCR of NUP210-regulated genes in BRD4-SF knockdown 4T1 cells. Two-tailed *t* test, mean ± s.e.m. *n* = 3.

We then investigated the link between the alteration of mechanotransduction machinery and transcriptional suppression of *Nup210* KO cells. We have previously shown that metastasis susceptibility genes RRP1B and the short isoform of BRD4 (BRD4-SF) interact with LINC complex proteins at the nuclear lamina^19,48^. Similarly, BRD4 has been linked to mechanotransduction^49^ and metastasis^50^. So, we hypothesized that NUP210 is probably associated with this protein complex and mediates the interaction with H3.1/3.2-associated chromatin to regulate the gene expression in metastasis. Co-IP revealed that endogenous histone H3.1/3.2 was associated with NUP210, BRD4-SF, SUN2, and RRP1B protein complex in 4T1 cells (Fig. 8i). BRD4-SF also interacts with NUP210 in these cells (Fig. 8j). H3.1/3.2–SUN2 interaction was also evident in human breast cancer cells MCF7 and MDA-MB-231 (Fig. 8k). We then tested the necessity of either NUP210 or BRD4-SF in bridging the interaction between the LINC complex machinery and H3.1/3.2 on chromatin. Although the interaction of SUN2 with H3.1/3.2 was unperturbed in *Nup210* KO cells (Supplementary Fig. 10a), complete disruption of H3.1/3.2–NUP210 interaction and partial disruption of H3.1/3.2–SUN2 interactions were observed in bromodomain inhibitor JQ1-treated 4T1 cells (Fig. 8l). This result suggested that BRD4-SF is crucial for bridging the interactions among the molecules in this putative complex. Interestingly, similar to *Nup210* KO, redistribution of H3.1/3.2 from the nuclear periphery to the interior and increased heterochromatin mark H3K27me3 was observed in bromodomain inhibitor JQ1-treated cells (Fig. 8m, n). Live-cell imaging of nuclear size also revealed that JQ1 treatment significantly decreased nuclear size (Fig. 8o). Decreased expression of *Nup210* and some of the *Nup210*-dependent genes was found in JQ1-treated cells (Fig. 8p). Similar gene expression changes were also observed in BRD4-SF-specific knockdown 4T1 cells (Fig. 8q). Taken together, NUP210 is a LINC complex-associated protein and suggests that NUP210 is a regulator of mechanosensitive gene expression program through interacting with BRD4-SF-H3.1/3.2-associated chromatin.

To determine the cause and effect relationship of NUP210-dependent response, we treated 4T1 cells with actin polymerization inhibitor CytoD and a global heterochromatin promoting H3K27me3-specific histone demethylase inhibitor (GSKJ4). Actomyosin organization was drastically reduced in CytoD-treated cells as shown by F-actin and p-MLC2-S19 immunostaining (Supplementary Fig. 10b). Unlike CytoD, GSKJ4 had a minor effect on F-actin stress fibers, but it disrupted p-MLC2-S19 distribution, suggesting the alteration of actomyosin tension in GSKJ4-treated cells. Treatment with both of these drugs resulted in the redistribution of histone H3.1/3.2 from the nuclear periphery to heterochromatin foci, similar to the effect seen in *Nup210* KO cells (Supplementary Fig. 10c, d). Furthermore, CytoD treatment showed additional effects such as micronuclei and double nuclei formation. Treatment of cells with GSKJ4 resulted in a similar transcriptional profile as Nup210-depleted cells, which was not recapitulated by the treatment with CytoD (Supplementary Fig. 10e). *Nup210* mRNA level was slightly decreased in CytoD-treated cells, but unchanged at the protein level (Supplementary Fig. 10f). Despite the unchanged level of *Nup210* mRNA in GSKJ4-treated cells, a significant decrease of NUP210 protein level was observed, suggesting post-transcriptional downregulation of *Nup210* (Supplementary Fig. 10f). Moreover, decreased levels of focal adhesion (p-FAK, T-FAK) and LINC complex protein (SUN2) were found in the GSKJ4-treated condition. Decreased Lamin B1 protein levels by both drugs indicated that they are also capable of disrupting the nuclear lamina. Taken together, these results suggest a positive feedback loop between NUP210-dependent heterochromatin regulation and actin cytoskeletal tension, and the change in focal adhesion is likely to be the consequence of disrupting this feedback loop (Supplementary Fig. 10g).

### NUP210 regulates circulating tumor cells (CTCs) in mice

Many of the NUP210-regulated genes are secretory molecules like cytokines (IL-1α), chemokines (CCL2, CXCL1, CXCL3), and adhesion molecules (POSTN, SERPINE1), some of which have known prometastatic roles in breast cancer^51–54^. Cytokine array analysis revealed decreased secretion of cytokines (IL-1α), chemokines (CCL2, CXCL1), and adhesion molecules (POSTN, SERPINE1) in *Nup210* knockdown 4T1 cells (Fig. 9a). To investigate whether NUP210 mediates its effect on focal adhesion and cell migration through transcriptional control of secretory molecules, *Ccl2* was chosen as a candidate and examined for NUP210 KO-associated phenotypes. Knockdown of *Ccl2* in 4T1 cells (Fig. 9b) resulted in decreased p-FAK (Y397) (Fig. 9c), decreased focal adhesion, and cell spreading (Fig. 9d, e). Moreover, a significant decrease in cell migration was observed upon *Ccl2* knockdown phenocopying the loss of NUP210 in these cells (Fig. 9f).

**Fig. 9:**
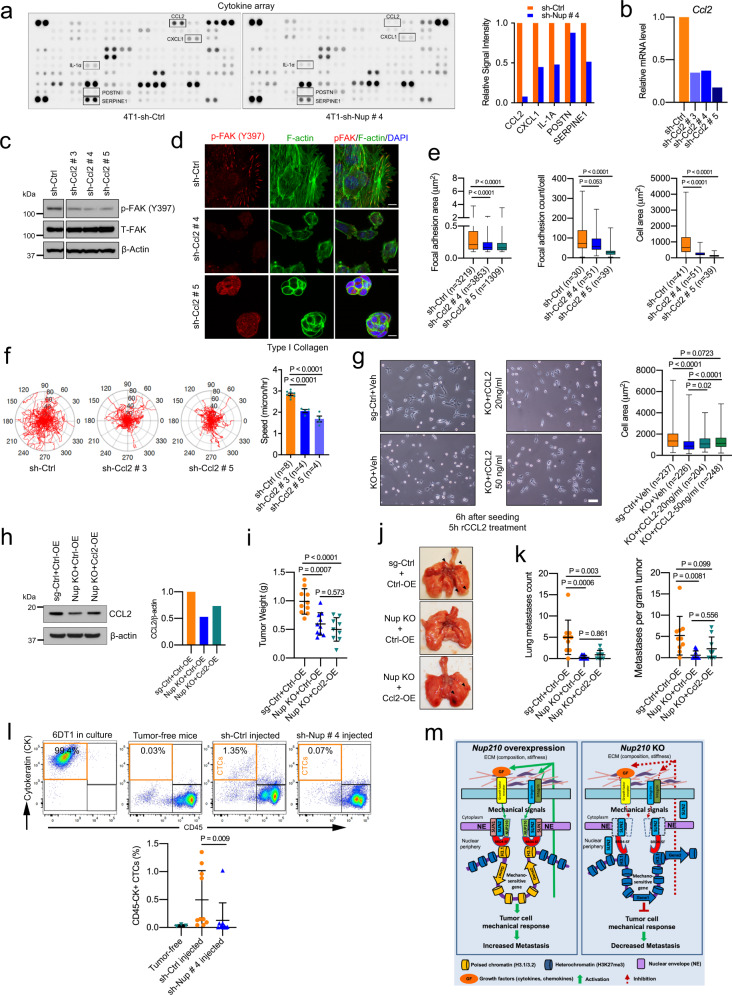
NUP210 regulates circulating tumor cells in mice. **a** Cytokine analysis and quantification of boxed cytokines of supernatants from sh-Ctrl and *Nup210* KD 4T1 cells. **b** qRT-PCR analysis of *Ccl2* KD in 4T1 cells. **c** Western blot of p-FAK Y397 and T-FAK proteins in *Ccl2* KD 4T1 cells. **d** p-FAK (Y397) focal adhesion and F-actin distribution in sh-Ctrl and *Ccl2* KD 4T1 cells. Scale bar = 10 μm. **e** Quantification of focal adhesion area, count, and cell spreading in sh-Ctrl and *Ccl2* KD 4T1 cells. ANOVA with Tukey’s multiple comparison correction, box represents 25th to 75th percentile, whiskers represent data range, and the horizontal line represents median. ‘*n*’ equals the number of cells analyzed. **f** Cell migration tracks and quantification of sh-Ctrl and *Ccl2* KD 4T1 cells. Average cell speed analyzed by ANOVA with Dunnet’s multiple comparison test, mean ± s.e.m. ‘*n*’ equals the number of independent replicates. **g** Brightfield images and quantification of cell area of 4T1 *Nup210* KO cells treated with Ccl2. ANOVA with Tukey’s multiple comparison correction, box represents 25th to 75th percentile, whiskers represent data range, and the horizontal line represents median. ‘*n*’ equals the number of cells analyzed. **h** Western blot and signal quantification of *Ccl2* overexpression in *Nup210* KO 4T1 cells. **i** Tumor weight of mice injected with *Ccl2*-overexpressing *Nup210* KO 4T1 cells. ANOVA with Tukey’s multiple comparison correction, mean ± s.d. For sg-Ctrl+Ctrl-OE and Nup KO + Ctrl-OE, *n* = 10 mice; for Nup KO + Ccl2-OE, n = 9 mice. (**j**) Representative lung images from the mice from (**i**). **k** Lung metastases count and metastasis normalized to tumor weight from the mice injected in panels **i** and **j**. ANOVA with Tukey’s multiple comparison test, mean ± s.d. For sg-Ctrl+Ctrl-OE and Nup KO + Ctrl-OE, *n* = 10 mice; for Nup KO + Ccl2-OE, *n* = 9 mice. **l** (Top) Flow cytometry analysis of CD45−/CK+ circulating tumor cells (CTCs) and (bottom) quantification of CTCs in *Nup210* KD 6DT1 cell-injected animals. Kruskal–Wallis ANOVA with Dunn’s multiple comparison test, mean ± s.d. Tumor-free, *n* = 3 mice; sh-Ctrl and sh-Nup # 4, *n* = 10 mice. **m** Proposed model of NUP210’s metastatic role.

We then tested whether recombinant CCL2 can rescue the spreading defect of *Nup210* KO cells. Treating with recombinant CCL2 for 5 h moderately rescued the spreading phenotype of *Nup210* KO cells (Fig. 9g). To test whether CCL2 can rescue the metastatic defect of *Nup210* KO cells, we overexpressed *Ccl2* in *Nup210* KO cells through lentiviral delivery. However, only ~25% of *Ccl2* expression was rescued (Fig. 9h). Injecting these *Ccl2*-overexpressing cells into mice did not have a significant effect on primary tumors (Fig. 9i). Although *Ccl2* expression in *Nup210* KO cells showed an increased trend of lung metastasis, it was not statistically significant (Fig. 9j, k). This result suggests that either the level of the rescue of *Ccl2* expression in *Nup210* KO cell was not sufficient to have a significant effect on metastasis or rescuing with a single gene from the NUP210 transcriptional network cannot fully recover the NUP210 loss.

As *Nup210*-depleted cancer cells exhibited adhesion defects and decreased the level of secretory molecules necessary for tumor cell adhesion to endothelial wall^55^, we speculated that NUP210 loss might affect the CTC levels. Therefore, based on CD45−/CK+ staining, putative CTCs were isolated 28 days after orthotopic implantation of 6DT1 cells^56^. Under these conditions, approximately ~0.5–1% of the cells in the blood of 6DT1-sh-Ctrl tumor-bearing mice were CD45−/CK+ putative CTCs. In contrast, CTC counts in mice with *Nup210*-depleted tumors were indistinguishable from the FVB tumor-free control (Fig. 9l). These results suggest that the effect on focal adhesion and cell migration in NUP210-depleted cells is mediated through the NUP210-dependent transcriptional control of cytokine/chemokine secretory pathways that are required for tumor cell extravasation or for the survival of cells within the bloodstream.

In summary, our model suggests that growth factors and integrins transmit the mechanical signals via NUP210–SUN1–SUN2–BRD4–SF–H3.1/3.2 protein complex to regulate mechanosensitive genes (Fig. 9m), which in turn activate downstream signaling pathways necessary for focal adhesion, cell migration, and metastasis. In *Nup210* KO cells, this signaling cascade is disrupted, thereby decreasing metastasis.

## Discussion

Apart from providing structural support and nucleocytoplasmic transport^57^, the role of the NPC in developmental gene regulation has drawn much attention recently^58–61^. Although NUP210 has been implicated in muscle differentiation^28,62^, cellular reprogramming^63^, and T cell signaling^64,65^, its function in human cancer was unknown. Here, we have identified *Nup210* as a potential metastasis susceptibility gene for human ER+ breast cancer patients and demonstrated a previously unrecognized role of nuclear pore proteins in sensing the mechanical stress of the ECM.

The present study has important implications in the field of cellular mechanosensing. The nucleus is regarded as a sensor of mechanical stress where nuclear envelope-anchored, LINC complex proteins are thought to serve as mechanotransducer to regulate gene expression^44^. Despite being embedded in the nuclear envelope, direct involvement of nuclear pore proteins in mechanosensation remains unclear. Previous studies have focused mainly on the translocation of mechanosensitive transcription factors to the nucleus in a nucleocytoplasmic transport-dependent manner^40,41,47^. In contrast, our study has identified a transport-independent role of nuclear pore components in regulating mechanosensitive, prometastatic genes through interaction with LINC complex proteins and chromatin. However, we could not specifically rule out the causal effect of NUP210 loss due to the potential positive feedback loop between heterochromatin regulation and actin cytoskeletal tension. Further studies will be necessary to fully understand the mechanism of NUP210 in regulating cellular mechanosensation.

Intriguingly, many of the NUP210-regulated genes were immune molecules like chemokines and cytokines. This result has important implications since rapid transcriptional activation and secretion of immune molecules are required to induce an immune response^66^. Consistent with T cell defects in NUP210-deficient mice^64^, the NPC might be essential for inducing an immune response. During metastasis, cancer cells may exploit this mechanism for robust transcription of these genes, which then promote their migration into distant organs in an autocrine fashion.

Mechanistically, we have demonstrated that the loss of NUP210 is associated with decreased peripheral localization of H3.1/3.2 and increased enrichment near heterochromatin foci. In support of this observation, we found increased accumulation of H3K27me3-marked heterochromatin in *Nup210* KO cells. These results suggest a role for NUP210 as a chromatin barrier insulator-binding protein. The NPC has been described as a heterochromatin barrier component of the nuclear lamina^67,68^. Loss of barrier insulator elements is associated with an increased spreading of heterochromatin marks to adjacent actively transcribing gene loci^69^. Since *Nup210* loss was associated with H3K27me3-marked heterochromatin spreading, NUP210 is probably acting as a barrier of H3K27me3-mediated heterochromatin spread to adjacent loci at the nuclear pore.

The potential enrichment of NUP210 at active enhancers and its association with chromatin reader BRD4-SF is consistent with the previous observation that the oncogenic properties of BRD4-SF are partly mediated through enhancer regulation^50^. Nuclear pores can be a scaffold of enhancer–promoter contact mediating transcriptional activation of poised genes^61^. It is therefore conceivable that in response to higher stiffness of the extracellular microenvironment, NUP210 can facilitate the interaction of LINC complex with BRD4-SF and histone H3.1/3.2-marked enhancer regions to establish distal regulatory element interaction with poised promoters of mechanosensitive genes necessary for metastatic progression.

Treating *Nup210* KO cells with an EZH2 inhibitor (GSK126) could partially rescue the peripheral distribution of H3.1/3.2 and mechanosensitive gene expression. This has important clinical implications since EZH2 is a therapeutic target for multiple malignancies and some EZH2 inhibitors are currently in clinical trials^70,71^. In breast cancer, both tumor-promoting and inhibitory effects have been described for EZH2 in a context-specific manner^72^. Treating with an EZH2 inhibitor could adversely affect the patient outcome through activation of the mechanosensitive genes. In line with our observation, GSK126 treatment has been shown to exhibit adverse effects via inhibiting antitumor immunity^73^ and promoting inflammation^74^ in several preclinical models of cancer.

In conclusion, we have identified a previously unrecognized role for nuclear pore protein, NUP210, in mechanical sensing of aggressive metastatic cancer cells. Future studies should determine whether blocking NUP210–chromatin interactions can be a therapeutic strategy to prevent metastasis.

## Methods

### Mouse strains

Usage of animals described in this study was performed under the animal study protocol LCBG-004 approved by the National Cancer Institute (NCI) at Bethesda Animal Use and Care Committee. Animal euthanasia was performed by anesthesia using Avertin injection, followed by cervical dislocation. Female BALB/c (000651) and FVB/NJ (001800) mice were purchased from The Jackson Laboratory.

### Cell lines

Mouse mammary tumor cell lines, 4T07, 4T1, 6DT1, and MVT1, were provided by Dr. Lalage Wakefield (NCI, NIH)^26^. These cell lines were grown in Dulbecco’s modified Eagle’s medium (DMEM) (Gibco) supplemented with 9% fetal bovine serum (FBS) (Gemini), 1% l-glutamine (Gibco), and 1% penicillin–streptomycin (Gemini). Human breast cancer cell lines, MDA-MB-231 and MCF7, were provided by Dr. Jeffrey E. Green (NCI, NIH) and grown in DMEM with 9% FBS, 1% l-glutamine, and 1% penicillin–streptomycin. Human 293FT cells were purchased from Thermo Fisher Scientific and grown on the medium mentioned above.

### BACh sequencing analysis

Cells were expanded in DMEM at 37 °C to obtain 8–10 × 10^7^ cells/condition/each experiment. BACh analysis was performed as previously described with minor modifications^75^. Briefly, cells were collected by centrifugation, washed twice in ice-cold cellular wash buffer (20 mM Tris-HCl pH 7.5, 137 mM NaCl, 1 mM EDTA, 10 mM sodium butyrate, 10 mM sodium orthovanadate, 2 mM sodium fluoride, protease inhibitor cocktail (Roche) and resuspended in (40 million cells/ml) hypertonic lysis buffer (20 mM Tris-HCl pH 7.5, 2 mM EDTA, 1 mM EGTA, 0.5% glycerol, 20 mM sodium butyrate, 2 mM sodium orthovanadate, 4 mM sodium fluoride, and protease inhibitor cocktail). Cells were distributed in 500 µl aliquots in 1.5 ml tubes and followed by the addition of 500 µl of nuclease digestion buffer (40 mM Tris-HCl pH 8.0, 6 mM MgCl_2_, 0.3% NP-40, and 1% glycerol) containing a 3-fold dilution (from 0.125 to 6 U/ml) of benzonase nuclease (Millipore). This was mixed gently and incubated for 3 min at 37 °C. Reactions were terminated by the addition of EDTA (10 mM final concentration) and SDS (0.75% final concentration). Proteinase K was added to a final concentration of 0.5 mg/ml and incubated overnight at 45 °C. DNA fragments of 100–500 bp from a chromatin digestion were purified over sucrose gradients^76^ and precipitated in 0.1 volume sodium acetate and 0.7 volume isopropanol.

### Sequencing and data analysis of benzonase-treated samples

DNA was sequenced using either Illumina HiSeq2000 (TrueSeq V3 chemistry) or NextSeq500 (TrueSeq High output V2 chemistry) sequencers at the Advanced Technology Research Facility, National Cancer Institute (NCI-Frederick, MD, USA). The sequence reads were generated as either 50 or 75 mer (trimmed to 50 mer by Trimmomatic software before alignment), and tags are then aligned to the UCSC mm9 reference genome assembly using Eland or Bowtie2. All the samples were of good quality with over 94% of the bases having Q30 or above with 25–50 million raw reads per sample. Regions of enriched tags termed hotspots have been called using DNase2Hotspots algorithm^77^ with an FDR of 0% with minor updates. Tag density values were normalized to 10 million reads. For comparison of BACh profiles across multiple cell lines, percent reference peak coverage (PRC) measure was proposed and employed to ensure compatible levels of digestion by benzonase in multiple cell lines^78^. To calibrate PRC, commonly represented hotspot sites were identified as reference peaks based on the mouse (mm9) DNaseq data from ENCODE. ENCODE narrowPeak definition files (DNaseI Hypersensitivity by Digital DNaseI from ENCODE/University of Washington) for a total of 133 samples were downloaded from the UCSC golden path website: http://hgdownload.cse.ucsc.edu/goldenPath/mm9/encodeDCC/wgEncodeUwDnase/. A total of 8587 peaks were found to be present in all 133 samples. By assuming that the most commonly accessible sites may also be present in our optimally digested samples, PRC was obtained as a fraction of reference peaks presented in each sample to evaluate the level of digestion by benzonase. Our pooled samples with a PRC of 90% or greater indicated that all the 8587 sites were present in the sample. Two biological replicates with acceptable PRC were selected and pooled for each cell line, and each pooled dataset showed over 90% PRC. When samples showed bimodality in their tag density distribution due to elevated noise, we dropped hotspots that belonged to a group with low tag density and low PRC by applying a threshold to maximum hotspot tag density values.

### Computing environment

All computations at NCI were performed on the NIH helix/biowulf system, documentation of which is available at https://helix.nih.gov. We used the R computing environment, Perl scripts, Bedtools, and UCSC liftOver for most of the analyses.

### Identification of polymorphic BACh sites

The workflow consisted of the following: (1) the BACh data were filtered for the regions overlapping with polymorphic sites. Since the BACh data were generated in Genome Build mm9, we used UCSC mm9 snp128 data to restrict the BACh sites. (2) Variant called format files were filtered to retain the SNPs that overlap with the BACh present in the 4T1 and 4T07 cell lines. (3) SNPs were removed in the BACh that is present in the mouse FVB/NJ strain.

### Long read ChIA-PET sequencing and data processing

Long read ChIA-PET was performed using Tn5 transposase to tag DNA for long tag sequencing by Illumina NextSeq. ChIA-PET data was processed by a customized ChIA-PET data processing pipeline^22^. A detailed protocol can be found in Li et al.^79^.

### Cloning

A mouse *Nup210* full-length complementary DNA (cDNA) (NM_018815) encoding vector (pCMV6-Nup210-Myc) was purchased from Origene Technologies. This vector was digested with *Sal*I-HF (New England Biolabs) and *Eco*RV-HF (New England Biolabs) restriction enzymes to obtain the NUP210 protein-encoding region. This NUP210 insert was then cloned into the Gateway entry vector pENTR1A using the Quick Ligation Kit (New England Biolabs). pENTR1A no ccdB plasmid (Addgene plasmid # 17398) was received by Dr. Marian Darkin (NCI) as a gift from Dr. Eric Campeau. The NUP210-encoding region from the pCMV6-NUP210-Myc vector was cloned into pENTR1A vector through digestion with *Sal*I and *Eco*RV. pENTR1A-NUP210 entry vector was used to transfer the NUP210-encoding region into the lentiviral destination vector pDEST-658 (received as a gift from Dr. Dominic Esposito, NIH) along with a mouse *Pol2* promoter entry vector using the Gateway LR clonase reaction (Thermo Fisher Scientific). The integrity of the final NUP210-encoding vector was verified through DNA-sequencing.

The 3× Flag-histone H3.1 plasmid was received as a gift from Dr. Jing Huang (NCI, NIH). The coding region of H3.1 along with Flag-Tag was amplified by PCR using KOD Hot Start DNA Polymerase (Millipore) and cloned into gateway entry vector pENTR/D-TOPO vector (Thermo Fisher Scientific). Entry vectors containing Flag-H3.1 were then cloned into gateway lentiviral destination vector pDest-659 (gift from Dr. Dominic Esposito Lab) along with mPol2 promoter and C-terminal V5-tag entry vectors using the gateway LR clonase reaction (Thermo Fisher Scientific).

The pGL4.23 [*luc2*/minP] promoter-luciferase vector (Promega, Catalog # E8411) was received as a gift from Dr. Jing Huang (NCI, NIH). A 550 bp region from the mouse (FVB/NJ and BALB/cJ) *Nup210* promoter covering the polymorphic sites was amplified by PCR using KOD Hot Start DNA Polymerase (Millipore) and digested with *Kpn*I (New England Biolabs) and *Xho*I (New England Biolabs) restriction enzymes. Gel-purified PCR product was then cloned into the pGL4.23 vector using T4 DNA ligase (New England Biolabs). Finally, the DNA sequence of the clones was confirmed through DNA-sequencing.

pMXs-puro-EGFP-FAK plasmid was obtained as a gift from Dr. Noboru Mizushima (University of Tokyo) (Addgene # 38194). cDNA encoding mouse FAK (Ptk2) without EGFP was PCR amplified from this plasmid and subcloned into pENTR/D-TOPO entry vector (Thermo Fisher Scientific). Entry vector is then further cloned into lentiviral destination vector pDest-659 along with mPol2 promoter and C-terminal myc-tag entry vectors using the method described above. cDNA encoding mouse *Ccl2* was PCR amplified from 4T1 cells and subcloned into pENTR/D-TOPO entry vector. Ccl2 entry vector is then further cloned into lentiviral destination vector pDest-659 along with mPol2 promoter and C-terminal myc-tag entry vectors using the above method. The sequence of the final clones were confirmed through Sanger sequencing.

### Lentivirus production and generation of stable cell lines

All of the TRC lentiviral shRNA vectors were purchased from Dharmacon. shRNAs targeting the mouse *Nup210* gene, sh-Nup # 1 (TRCN0000101935: TAACTATCACAGTAAGAAGGC) and sh-Nup # 4 (TRCN0000101938: TTCAGTTGCTTATCTGTCAGC), were used for *Nup210* knockdown in all of the mouse cell lines. For mouse *Ctcf* knockdown, sh-Ctcf # 1 (TRCN0000039022: TAAGGTGTGACATATCATCGG) and sh-Ctcf # 2 (TRCN0000039023: ATCTTCGACCTGAATGATGGC) were used. For mouse *Ccl2* knockdown, sh-Ccl2 # 3 (TRCN0000034471: TTACGGGTCAACTTCACATTC), sh-Ccl2 # 4 (TRCN0000034472: TTGCTGGTGAATGAGTAGCAG), and sh-Ccl2 # 5 (TRCN0000034473: AATGTATGTCTGGACCCATTC were used. For *NUP210* knockdown in human cell lines, an shRNA targeting the human *NUP210* gene (TRCN0000156619: AAATGAGCTAATGGGCAGAGC) was used.

For lentivirus production, shRNA-containing plasmids and packaging plasmids, psPAX2 (Addgene plasmid # 12260) and envelope plasmid pMD2.G (Addgene plasmid # 12259) (both were a gift from the Trono lab), were transfected into the human 293FT (Thermo Fisher Scientific) cell line using X-tremeGENE 9 DNA transfection reagent (Roche). At 48 h after transfection, culture supernatant containing lentivirus was harvested, filtered through a 0.45 μm filter (Millipore), and then used for transduction of mouse and human breast cancer cell lines. shRNAs stably integrated into mouse and human cells were selected with 10 and 2 μg/ml puromycin (Sigma), respectively. For the selection of NUP210-overexpressing cells, 10 μg/ml of blasticidin (Gibco) was used.

### CRISPR/Cas9-mediated knockout of the mouse *Nup210* gene

For CRISPR/Cas9-mediated knockout of mouse *Nup210* in the 4T1 cell line, single-guide RNA (sgRNA) targeting *Nup210* exon 5 (sgRNA sequence: GCGACACCATCCTAGTGTCT) was designed using the GPP Web Portal available at the Broad Institute (https://portals.broadinstitute.org/gpp/public/analysis-tools/sgrna-design). sgRNA was then cloned into the lentiGuide-puro (Addgene plasmid # 52963, a gift from the Feng Zhang lab) vector. Nontargeting control sgRNA cloned into the lentiGuide-puro vector (sgRNA sequence: CCATATCGGGGCGAGACATG) was kind of a gift from Dr. Ji Luo (NCI, NIH). Lentiviral particles were prepared as described above for shRNA lentiviruses. 4T1 cells stably expressing the sgRNAs were generated through lentiviral transduction and selection with 10 μg/ml puromycin. For transient expression of Cas9 in the sgRNA-stable 4T1 cells, an adenoviral Cas9-encoding viral particle containing the GFP reporter (Vector Biolab) was used at 25 MOI (multiplicity of infection) 96 h after transfection of the Cas9 vector, GFP-positive 4T1 cells were FACS sorted and single cells were isolated for clonal expansion. *Nup210* mutation was confirmed through DNA-sequencing and knockout was verified through western blot. Before performing functional assays with *Nup210* KO cells, both sg-Ctrl and KO cells were passaged at least four times for 2 weeks to eliminate residual Cas9-GFP signal within 4T1 cells, which was verified using a fluorescence microscope.

### CRISPR/Cas9 D10A-mediated deletion of CTCF-binding site on *Nup210* promoter

For the deletion of polymorphic CTCF-binding region on mouse *Nup210* promoter, Cas9 D10A double-nicking strategy was used. Sense and antisense sgRNAs spanning the CTCF-binding site were designed using the above link of the GPP web portal of Broad Institute. All-in-One plasmid encoding dual U6 promoter-driven sgRNAs and EGFP-coupled Cas9 D10A plasmid (AIO-GFP) was a gift from Dr. Steve Jackson (The Wellcome Trust Sanger Institute, UK) (Addgene # 74119). sgRNAs were cloned into AIO-GFP plasmid using the method described in the paper^80^. Briefly, the AIO-GFP plasmid was digested with *Bbs*I restriction enzyme, dephosphorylated using calf intestinal phosphatase, and gel purified. sgRNA oligonucleotide pairs were purchased from Integrated DNA Technologies, annealed, and phosphorylated using T4 polynucleotide kinase (NEB). First, sgRNA was cloned into *Bbs*I site, and second, sgRNA was cloned into *Bsa*I site. The DNA sequence of the final clone was verified via Sanger sequencing using the primer (5′-CTTGATGTACTGCCAAGTGGGC-3′). sgRNA plasmid was then transfected into 4T1 cells using Nanojuice transfection reagent (Millipore). After 48 h, GFP-positive cells were sorted using flow cytometry and single cells were plated on a 96-well plate. Cas9 D10A-edited clones were identified using the PCR and DNA Sanger sequencing.

### Spontaneous metastasis assay in mice

Six- to eight-week-old female BALB/c and FVB/NJ mice were purchased from The Jackson Laboratory. For orthotopic transplantation of gene knockdown or overexpressing cells, 100,000 cells were injected into the fourth mammary fat pad of mice. At 28–30 days after injection, mice were euthanized and primary tumors were resected, weighed, and surface lung metastases were counted. For all the mouse experiments, the ethics committee-permitted maximum tumor size/burden was not exceeded.

### Protein nucleocytoplasmic transport assay

4T1 *Nup210* knockdown cells were grown on glass coverslips in a 2-well Lab-Tek chambered glass coverslip (Thermo Fisher Scientific) at a seeding density of 20,000 cells per well. At 24 h after seeding, cells were transfected with 1 μg of nucleocytoplasmic transport reporter (NLS-tdTomato-NES) plasmid (received as a gift from Dr. Martin W. Hetzer, Salk Institute) using Novagen Nanojuice Transfection Reagent (Millipore-Sigma). At 4 h after transfection, the medium was replaced with a fresh medium and cells were grown for 24 h. Cells were then treated with 20 nM leptomycin B (Cell Signaling Technology) for 6 h and then fixed with methanol for immunostaining with an antibody against NPC proteins (clone mAb414, Abcam) following the regular immunofluorescence protocol described below. Nuclear and cytoplasmic expression of tdTomato was observed using confocal microscopy.

### Protein interaction analysis through liquid chromatography-mass spectrometry (LC-MS)

NUP210-Myc-overexpressing 4T1 cells were seeded onto 15 cm tissue culture dishes at a seeding density of 2.5 × 10^6^ cells per dish. After 48 h of incubation, cells were harvested and nuclear protein complex lysates were prepared using the Nuclear Complex Co-IP Kit (Active Motif). Co-IP with two biological replicates was performed according to the manufacturer’s instructions. Briefly, 500 μg of nuclear protein lysates were incubated with 2 μg of either Myc-Tag antibody (Cell Signaling Technology) or an endogenous NUP210-specific antibody (Bethyl Laboratories). After overnight incubation on a rotator at 4 °C, 25 μg of Dynabeads Protein G (Invitrogen) were added to the protein lysate–antibody complexes. After 30 min of incubation with beads, antibody–bead–protein complexes were isolated using a magnetic stand. Beads were then washed three times and then dissolved in 25 mM ammonium bicarbonate pH 8.0 (Sigma). Samples were then subjected to LC-MS analysis.

### Western blot

Whole-cell protein lysate was prepared using lysis buffer (20 mM Tris-HCl pH 8.0, 400 mM NaCl, 5 mM EDTA, 1 mM EGTA, 10 mM NaF, 1 mM sodium pyrophosphate, 1% Triton X-100, 10% glycerol, protease and phosphatase inhibitor cocktail). Nuclear and cytoplasmic protein lysates were prepared using the Nuclear Extract Kit (Active Motif) or Nuclear Complex Co-IP Kit (Active Motif). Protein concentration was measured using the Pierce BCA Protein Assay Kit (Thermo Fisher Scientific). Twenty-five micrograms of protein lysates was mixed with 4× NuPAGE LDS sample buffer (Invitrogen) and 10× NuPAGE Sample Reducing Agent (Invitrogen). Samples were then boiled at 95 °C for 5 min and resolved on NuPAGE 3–8% Tris-acetate, NuPAGE 4–12% Bis-Tris, or Novex 4–20% Tris-glycine protein gels (Thermo Fisher Scientific) with appropriate running buffer. Protein was transferred onto a PVDF membrane (Millipore) and the membrane was blocked with blocking buffer (TBST + 5% non-fat dry milk) for 1 h. Membranes were then incubated with appropriate primary antibodies overnight. After washing with TBST, membranes were incubated with secondary antibodies for 1 h. Finally, the signal was developed on X-ray film using the Amersham ECL Western Blotting Detection Reagent (GE Healthcare). Densitometry quantification of western blot was performed using the FIJI software^81^.

Primary antibodies and their dilutions were as follows: NUP210 (1:500; Bethyl Laboratories), β-actin (1:10,000; Abcam), Lamin B1 (1:5000; Abcam), Lamin A/C (1:1000; Abcam), Myc-Tag (1:1000; Cell Signaling Technology), rabbit V5-Tag (1:1000; Cell Signaling Technology), mouse V5-Tag (1:1000; Cell Signaling Technology), RRP1B (1:1000; Millipore-Sigma), SUN1 (1:500; Abcam), SUN2 (1:1000; Abcam), FAK (1:5000; Abcam), p-FAK(Y397) (1:5000; Abcam), p-FAK (Y397) (1:5000; Thermo Fisher Scientific), CCL2 (1:1000; Proteintech), H3.1/3.2 (1:1000; Active Motif), H3K27me3 (1:5000; Cell Signaling Technology), H3K9me3 (1:5000; Abcam), SUV39H1 (1:1000, Cell Signaling Technology), EZH2 (1:1000; Cell Signaling Technology), and SUZ12 (1:1000; Cell Signaling Technology). Anti-mouse horse radish peroxidase (HRP) secondary antibody (GE Healthcare) was used at 1:10,000 dilution and anti-rabbit HRP secondary antibody (Cell Signaling Technology) was used at 1:3000 dilution.

### Coimmunoprecipitation

Co-immunoprecipitiation was performed using the Nuclear Complex Co-IP Kit (Active Motif). 4T1 cells were seeded onto 15 cm tissue culture dishes at a seeding density of 5 × 10^6^ cells per dish. After 48 h of incubation, cells were harvested and nuclear lysates were prepared. A total of 200–500 μg of nuclear lysates were incubated with 2 μg of specific antibodies and 50 μg of Dynabeads Protein G (Invitrogen). After overnight incubation on a rotator at 4 °C, immune complexes were isolated using a magnetic stand. Beads were then washed three times, resuspended in 2× NuPAGE LDS sample buffer (Invitrogen), and incubated at 95 °C heat block for 5 min. Samples were loaded onto NuPAGE protein gels and the standard western blot protocol was followed as described above.

For co-IP in 293FT cells, 2.5 × 10^6^ cells were seeded into 15 cm tissue culture dishes. Flag-H3.1 (5 μg) and NUP210-Myc (5 μg) plasmids were cotransfected using X-tremeGENE 9 transfection reagent. At 48 h after transfection, cells were harvested and nuclear protein lysates were prepared using the Nuclear Complex Co-IP Kit (Active motif). Co-IP was followed as described above.

### Immunofluorescence and confocal microscopy

Immunofluorescence analysis was performed as described previously^28^. Briefly, cells were grown on 4- or 8-well polymer coverslips (Ibidi) at a seeding density of 40,000 or 20,000 cells per well, respectively. After 24 h of incubation, cells were fixed with −20 °C methanol for 2 min and permeabilized with phosphate-buffered saline (PBS) containing 1% Triton X-100 for 1 min. Fixed cells were then blocked with immunofluorescence buffer (1× PBS, 10 mg/ml bovine serum albumin (BSA), 0.02% SDS, and 0.1% Triton X-100) for 30 min. Cells were then incubated with primary antibodies diluted in immunofluorescence buffer overnight at 4 °C. After washing the cells with immunofluorescence buffer three times for 10 min per wash, cells were incubated with Alexa Fluor-conjugated secondary antibodies for 1 h at room temperature. Cells were washed three times with immunofluorescence buffer and then incubated with 1 μg/ml DAPI for 10 min to stain the nucleus. After washing the cells with PBS three times, slides were kept at 4 °C until subjected to confocal microscopy. In cases of drug treatment followed by super-resolution microscopy, cells were treated with 1 μM JQ1, 5 μM GSKJ4, and 0.5 μM CytoD for 24 h. Images were acquired using either a Zeiss LSM 780 confocal microscope (×63 plan-apochromat NA 1.4 oil-immersion objective lens, 0.09 μm X–Y pixel size and 1.0 μm optical slice thickness), a Zeiss LSM 880 Airyscan super-resolution microscope (Airyscan detector, ×63 plan-apochromat NA 1.4 oil-immersion objective lens and 0.05 μm X–Y pixel size), a Zeiss LSM 780 Elyra with SIM module or a Nikon SoRa spinning disk super-resolution microscope (Yokogawa SoRa spinning disk unit, ×60 plan-apochromat NA 1.49 oil-immersion objective lens, Photometrics BSI sCMOS camera, and 0.027 μm X–Y pixel size). Airyscan images were processed using the Airyscan processing algorithm in the Zeiss ZEN Black (v.2.3) software, whereas the Nikon SoRa images were deconvolved using a constrained iterative restoration algorithm in the Nikon NIS Elements (v5.11) software. Tetraspeck 0.2 μm beads (Invitrogen) were imaged with the same microscope parameters and used for channel alignment. Further image processing was done in Zeiss ZEN Blue V2 software.

Primary antibodies used for immunofluorescence were as follows: p-FAK (Y397) (1:100; Abcam), H3.1/3.2 (1:1000; Active Motif), mouse Myc-Tag (1:500; Cell Signaling Technology), rabbit Myc-Tag (1:100; Cell Signaling Technology), SUN1 (1:100; Abcam), SUN2 (1:100; Millipore), p-MLC2-S19 (1:100; Cell Signaling Technology), p-FAK Y397 (1:500 for tissue IF; Thermo Fisher Scientific), H3K4me3 (1:1000; Millipore), rabbit H3K27me3 (1:1000; Cell Signaling Technology), mouse H3K27me3 (1:250; Abcam), H3K27Ac (1:500; Cell Signaling Technology), H3K9me3 (1:1000; Abcam), Nucleolin (1:500; Abcam), Lamin B1 (1:500; Abcam), Lamin A/C (1:500; Abcam), and NPC antibody (clone mAb414, 1:1000; Abcam). Secondary antibodies used were mouse Alexa Fluor 488 (1:200; Invitrogen), Phalloidin Alexa Fluor 488 (1:250; Invitrogen), rabbit Alexa Fluor 488 (1:200; Invitrogen), rabbit Alexa Fluor 568 (1:200; Invitrogen), rabbit Alexa Fluor 594 (1:200; Invitrogen), and mouse Alexa Fluor 594 (1:200).

### Immunofluorescence on tumor tissue

Frozen tumor tissue sections were fixed in 4% paraformaldehyde in PBS for 10 min at room temperature. Slides were then washed with PBS three times and permeabilized with 0.5% Triton X-100 in PBS for 3 min. After washing with 1× PBS three times, slides were then incubated with a blocking solution (10% BSA in PBS) for 1 h. Primary antibodies were diluted in blocking solution, added to the tissue sections, and incubated overnight at 4 °C. Slides were washed three times with PBS + 0.1% Tween-20 (PBST) for 5 min and incubated with secondary antibodies in blocking buffer for 1 h at room temperature. Sections were then washed with 1× PBST three times for 5 min and incubated with DAPI solution (1 μg/ml) for 10 min at room temperature. Slides were washed with 1× PBS three times for 5 min and then mounted with Prolong Glass Antifade mountant (Invitrogen). Confocal Z-stack images were acquired using Nikon SoRA spinning disk microscope. Dilution of the primary antibodies are as follows: rabbit p-FAK Y397 (1:500; Thermo Fisher Scientific), mouse Alexa Fluor 488-conjugated pan-cytokeratin (1:100; Cell Signaling Technology). Dilution of the secondary antibodies are as follows: anti-rabbit Alexa Fluor 568 antibody (1:200; Invitrogen).

### FRAP assay

4T1 cells were grown on 35 mm glass-bottom dishes (MatTek). After overnight incubation, cells were transfected with 0.5 μg POM121-GFP plasmid (Genecopoeia) using Nanojuice transfection reagent. At 24 h after transfection, cells were subjected to FRAP analysis in Zeiss 880 confocal microscope. The percent mobile fraction of POM121-GFP in each condition was calculated using the FRAP module fit formula option of the ZEN software (Zeiss).

### Cell cycle analysis

Cell cycle analysis was performed using the Click-iT EdU (5-ethynyl-2′-deoxyuridine) Alexa Fluor 488 Flow Cytometry Assay Kit (Thermo Fisher Scientific) and FxCycle Violet Stain (Thermo Fisher Scientific) according to the manufacturer’s instructions. Briefly, 4T1 cells were seeded onto 15 cm tissue culture dishes at a seeding density of 3 × 10^6^ cells per dish. After 24 h, cells were pulsed with Click-iT EdU for 1 h. After harvesting the cells through trypsinization, cells were fixed with Click-iT fixative and permeabilized with a saponin-based permeabilization agent. The Click-iT reaction was then performed for 30 min at room temperature. Cells were then washed with wash buffer and stained for DNA content analysis with FxCycle Violet, a DNA-selective dye. Finally, cell cycle analysis was performed using a BD FACSCanto II flow cytometer (BD Bioscience). Data were analyzed using the FlowJo V10 (FlowJo, LLC) software.

### ChIP-seq analysis

ChIP was carried out using the ChIP-IT Express Enzymatic Chromatin Immunoprecipitation Kit (Active Motif) according to the manufacturer’s instructions. Briefly, 5 × 10^6^ 4T1 cells were seeded onto 15 cm tissue culture dishes. After 48 h of incubation, cells were fixed with 1% formaldehyde for 10 min at room temperature. Cells were washed with ice-cold PBS and formaldehyde cross-linking was quenched using glycine stop-fix solution. Cells were harvested through scraping and pelleted by centrifugation at 2500 r.p.m. for 10 min at 4 °C. After cell lysis with ice-cold lysis buffer and a Dounce homogenizer, chromatin was sheared using an enzymatic shearing cocktail for 12 min at 37 °C. The shearing reaction was stopped with 0.5 M EDTA and the chromatin was separated through centrifugation at 15,000 r.p.m. for 10 min at 4 °C. Sixty to seventy micrograms of chromatin was used with 25 μl of Protein G magnetic beads and 2 μg of specific antibodies for each ChIP reaction. The following antibodies were used for the ChIP reactions: anti-rabbit NUP210 (Bethyl Laboratories), anti-rabbit H3K27me3 (Cell Signaling Technology), anti-rabbit H3K4me3 (Millipore), and anti-mouse NPC antibody (clone mAb414, Abcam). After incubating the reaction mixture overnight at 4 °C on a rotator, the beads were washed with ChIP buffers and DNA was eluted with elution buffer. DNA was then reverse-cross linked, proteinase K-treated, and DNA quality was assessed using an Agilent Bioanalyzer before ChIP-seq library preparation. The library was prepared using a TruSeq ChIP Library Preparation Kit (Illumina) and pooled samples were sequenced on the NextSeq platform.

ChIP-seq data were analyzed using the Sicer algorithm^82^ with default parameters. For narrow peaks such as H3K4me3 enrichment, a window size of 200 was used. For broad peaks such as H3K27me3 and NUP210, a window size of 1000 was used. The ChIP-seq plot profile was generated using deepTools2^83^. For ChIP-seq peak annotation, the ChIPSeeker^84^ Bioconductor package was used. BigWig files were displayed using the Integrative Genomics Viewer^85^.

### Publicly available ChIP-seq and Hi-C data analysis

H3K27Ac ChIP-seq data from mouse mammary luminal cells were downloaded from Gene Expression Omnibus (GEO) (accession no.: GSE116384)^26^. CTCF ChIP-seq data from mouse mammary epithelial cells were obtained from GEO (accession no.: GSE92587, sample: GSM2433042)^20^. CTCF and H3K27Ac ChIP-seq data from the MCF7 human breast cancer cell line were obtained from GEO (accession no.: GSE130852). Publicly available Hi-C data from mESCs were derived from Bonev et al.^37^ and displayed using the 3D-Genome Browser^38^.

### RNA isolation and quantitative reverse transcriptase real-time PCR (qRT-PCR)

Cells were directly lysed on cell cultures plate with 1 ml TriPure Isolation Reagent (Sigma). After adding 200 μl chloroform and centrifuging at 14,000 r.p.m. for 15 min at 4 °C, the upper aqueous layer containing the RNA was transferred to a new tube. To precipitate RNA, 500 μl of isopropanol was added to each tube, which was then vortexed and incubated at −20 °C for 1 h. The RNA was further purified using the RNeasy Mini Kit (Qiagen) with on-column DNase (Qiagen) digestion according to the manufacturer’s instructions. Two micrograms of total RNA was used for cDNA preparation using the iScript cDNA Synthesis Kit (Bio-Rad). A 1/10 dilution of cDNA was used for qRT-PCR analysis using the FastStart Universal SYBR Green Master Mix (Roche). Sequences of the primers used are listed in Supplementary Table 1.

### ChIP qPCR analysis

Chromatin was isolated from 4T1 and 6DT1 cells using the ChIP-IT Express Enzymatic Kit (Active Motif) according to the manufacturer’s instructions as mentioned above. Ten microliters of normal rabbit IgG (Cell Signaling Technology), 10 μl of rabbit CTCF (Cell Signaling Technology), and 10 μl of rabbit H3K27Ac (Cell Signaling Technology) antibodies were used for the immunoprecipitation reaction. ChIP DNA was then subjected to qPCR analysis. The percent (%) input method was used for the calculation of CTCF and H3K27Ac enrichment.

### RNA-seq analysis

4T1 cells were seeded onto 6 cm tissue culture dishes at a seeding density of 4 × 10^5^ cells per dish. After 48 h of incubation, total RNA was isolated using the protocol described above. On-column DNase treatment was performed to eliminate DNA contamination. Library preparation was performed using the TruSeq Stranded mRNA Library Prep Kit (Illumina) and pooled samples were sequenced on a HiSeq2500 with TruSeq V4 chemistry (Illumina). Differential gene expression analysis from RNA-seq data was performed using the Partek Flow software. GO enrichment analysis of differentially expressed genes was performed using the PANTHER classification system^86^.

### Promoter-luciferase assay

The 24-well tissue culture plates were coated overnight with 100 μg/ml type I collagen. 293FT cells were seeded in an antibiotic-free medium at a seeding density of 75,000 cells per well of 24-well plate. Two hundred and fifty nanograms of pGL4.23 *Nup210* luciferase promoter vectors and 25 ng of pRL-TK Renilla luciferase vectors were cotransfected using NanoJuice transfection reagent (Millipore). At 24 h after transfection, the luciferase assay was performed using Dual-Luciferase Reporter Assay System Kit (Promega) according to the manufacturer’s instructions. Luciferase activity was measured using a GloMax 96 Microplate Luminometer (Promega). Firefly luciferase activity was normalized with Renilla luciferase activity. Eight biological replicates were used per condition.

### Cytokine array

4T1 *Nup210* knockdown cells were cultured in low serum condition (1% FBS) in 6-well plates at a seeding density of 500,000 cells per well. At 24 h after incubation, cell culture supernatants were harvested and centrifuged to remove the dead cells. One milliliter of supernatant was used for cytokine profiling using the Proteome Profiler Mouse XL Cytokine Array (R & D Biosystems) according to the manufacturer’s instructions. Chemiluminescent signals were quantified using the ImageJ (NIH) software.

### 3D-DNA FISH analysis

For DNA FISH analysis, cells were grown on Lab-Tek chamber slides. Cells were briefly washed with PBS and fixed with 4% paraformaldehyde. Cells were permeabilized with 0.2% Triton X-100 in PBS and then hybridized with a labeled probe. For probe generation, BAC clones were purchased from CHORI (https://bacpacresources.org/). The following BAC clones were used for the experiment: *Cxcl* region: clone RP23-374O6; *Postn* region: clone RP23-480C1; *Ccl2* region: clone RP23-99N1, and *Itgb2* region: clone RP23-166E21. All the clones were expanded and DNA was isolated using the FosmidMax DNA Purification Kit (Epicentre). DNA from each clone was labeled through nick translation with either the Atto550 NT Labeling Kit (Jena Bioscience) or the Digoxigenin NT Labeling Kit (Jena Bioscience). Hybridization was carried out in a humidified chamber at 37 °C for 16 h. Post-hybridization rapid wash was carried out with 0.4× SSC at 72 °C for 4 min. Digoxigenin was detected with a DyLight 594-Labeled Anti-Digoxigenin/Digoxin (DIG) antibody (Vector Laboratories). The slides were stained with DAPI and Z-stack images were captured using a Zeiss LSM 880 Airyscan microscope.

### Response to ECM stiffness assay

To test the ECM stiffness effect on tumor cells, polyacrylamide hydrogel-bound cell culture plates with different elastic moduli was used as a mimic of ECM stiffness. 6-well plates with 0.2 kPa (soft) or 12 kPa (stiff) elastic moduli were purchased from Matrigen. Each well of the plate was coated with 20 μg/ml fibronectin (Sigma) in PBS for 1 h at 37 °C. After washing the well with PBS, 4T1 cells were seeded on top of the soft or stiff matrix at a seeding density of 100,000 cells per well. At 48 h after incubation, cells were harvested for RNA or protein isolation.

### Focal adhesion and cell spreading assay

For focal adhesion immunostaining, Lab-Tek 2-well glass chamber slides (Thermo Fisher Scientific) were coated with 50 μg/ml of collagen type I (Gibco) or 20 μg/ml fibronectin. Cells were seeded at a seeding density of 20,000–50,000 cells per well. After 6 h or overnight incubation, cells were fixed in 4% paraformaldehyde for 20 min. Cells were then washed with PBS, permeabilized with PBS + 0.1% Triton X-100 for 5 min, and blocked with PBS + 5% normal goat serum. Cells were incubated with phospho-FAK (Y397) antibody for 1 h. After washing with PBS, cells were incubated with Alexa Fluor 594-conjugated rabbit secondary antibody and Alexa Fluor 488-conjugated phalloidin (F-actin staining) for 1 h. The slides were then washed with PBS and mounted using DAPI (1 μg/ml) or VECTASHIELD with DAPI Mounting Medium (Vector Laboratories). Images were captured using a Zeiss 780/880 confocal microscope.

To check the effect of recombinant CCL2 on cell spreading of *Nup210* KO cells, 50,000 4T1 sg-Ctrl and *Nup210* KO cells were seeded onto Lab-Tek glass coverslip coated with type I collagen (50 μg/ml). Cells were allowed to attach on a coverslip for 1 h and then cells were incubated with murine recombinant CCL2 (Peprotech) for 5 h. Images were captured using a brightfield microscope and cell area was quantified using ImageJ (NIH) software.

### Actin polymerization inhibition using cytochalasin D

For the cytochalasin D treatment of 4T1 *Nup210* knockdown cells, 20,000 cells were seeded onto 4-well μ-Slides with polymer coverslips (Ibidi). After 24 h, cells were treated with 1 μM CytoD, a potent inhibitor actin polymerization, for 2 h. After the treatment, cells were washed with complete medium three times and incubated for another 2 h in a 37 °C CO_2_ incubator for the recovery of actin polymerization. Cells were then fixed with 4% paraformaldehyde for 30 min and stained with Alexa Fluor 488-conjugated phalloidin for immunofluorescence imaging. Nuclei were stained with 1 μg/ml Hoechst 33342 (Thermo Fisher).

For the western blot assay, 2.5 × 10^6^ 4T1 cells were seeded onto 15 cm cell culture dishes. After 24 h, cells were treated with 0.5 μM CytoD and incubated 24 h before harvesting the cells for protein isolation. For RNA isolation, 3 × 10^5^ cells were seeded onto 6 cm dishes. After 24 h later, cells were treated with 0.5 μM CytoD and incubated 24 h before lysing the cells for RNA isolation.

### Histone-modifying enzyme inhibitor treatment

For immunofluorescence microscopy, 4T1 sg-Ctrl and *Nup210* KO cells were seeded onto 4-well μ-Slides at a seeding density of 25,000 cells per well. After 24 h, cells were treated with dimethyl sulfoxide, 5 μM EZH2 inhibitor GSK126 (Selleckchem), or 5 μM H3K27me3 demethylase inhibitor GSKJ4 (Selleckchem) for another 24 h. Cells were then fixed with −20 °C methanol for 2 min. Histone H3.1/3.2 and H3K27me3 antibodies were used for immunofluorescence staining according to the protocol described above^28^.

For the qRT-PCR analysis, 2 × 10^5^ 4T1 *Nup210* KO cells were seeded onto 6 cm dishes. After 24 h, 5 μM GSK126 or 5 μM GSKJ4 was applied to the cells that were then incubated for another 24–48 h. Cells were then lysed, RNA was isolated, and qRT-PCR was performed as described above.

### Live-cell imaging assay

For the automated random cell migration assay, 4T1 cells were seeded onto 96-well polystyrene microplates (Corning) at a seeding density of 2000 cells per well so that the cell density remained subconfluent until the end of the imaging period. After 24 h of incubation, cells were incubated with a complete medium containing 200 ng/ml Hoechst 33342 (Thermo Fisher Scientific) for 1 h. Cells were then transferred to a Nikon Eclipse Ti2 microscope. Images were captured every 12 min with a 20 × 0.8 NA objective for 24 h. Total light exposure time was kept to 200 ms for each time point. Cells were imaged in a humidified 37 °C incubator with 5% CO_2_. Image processing and cell tracking were carried out with a custom MATLAB script described previously^87^. Live-cell imaging of nuclear size was also performed using the same approach. To observe the effect of GSK126 and JQ1 drugs on nuclear size, 3000 cells were seeded onto Ibidi 96-well polymer coverslip plates. After 24 h, cells were stained with Hoechst 33342 for 45 min, washed the medium three times with PBS, and cells were treated with either 5 μM GSK126 or 1 μM JQ1 and imaged for 24 h.

To study the actomyosin tension dynamics of NUP210-depleted cells, F-tractin-mRuby-P2A-mTurquoise-MLC2 reporter^43^, a gift from Dr. Tobias Meyer of Stanford University (Addgene # 85146), was used. 6DT1 cells were transduced with this reporter and 50,000 cells were seeded onto type I collagen (50 μg/ml) coated Ibidi 4-well glass-bottom coverslip. After 24 h, cells were imaged with a Zeiss 880 Airyscan microscope for 1 h (images were taken at every 15 min). Cells were then treated with 1 μM CytoD for 1 h and imaged. After the drug washout, cells were then further imaged (every 15 min) for 15 h in a humidified 37 °C incubator with 5% CO_2_.

### Cell invasion assay

The cell invasion assay was performed using BioCoat Matrigel Invasion Chambers with 8.0 µm PET Membrane (Corning) according to the manufacturer’s instructions. Briefly, 7.5 × 10^5^ 4T1 and 6DT1 cells were seeded onto the top well containing DMEM with 0.5% serum. In the bottom well, DMEM with 10% serum was used as a chemoattractant. Cells were incubated in a 37 °C incubator for 24 and 48 h for 6DT1 and 4T1 cells, respectively. After incubation, noninvaded cells were removed from the top well using cotton tips. Cells that had invaded into the Matrigel were then fixed with methanol and stained with 0.05% crystal violet. Matrigel membranes containing invaded cells were then cut and mounted onto glass slides with Vectashield mounting medium (Vector Laboratories). Images of entire membranes were captured as segments and then stitched using an EVOS FL Auto 2 microscope (Invitrogen). Image analysis was performed using the Image-Pro Premier 3D (Media Cybernetics) software. Percent cell invasion was calculated using crystal violet intensity per membrane area.

### CTC analysis

One hundred thousand 6DT1 cells with or without *Nup210* knockdown were injected into the fourth mammary fat pad of FVB/NJ mice. Ten mice were used in each group and three mice were kept uninjected for use as healthy controls. One month after injection, mice were anesthetized with avertin injection. Through cardiac puncture, 600–1000 μl blood per mouse was collected in 50 μl of 0.5 M EDTA solution. An equal volume of blood was taken for red blood cell lysis using ACK lysis buffer. One hundred microliters of the peripheral blood lymphocyte fraction was subjected to fixation with 2% paraformaldehyde for 15 min at room temperature. Cells were permeabilized with PBS containing 0.1% Triton X-100. Cells were vortexed briefly and kept at room temperature for 30 min. BSA (0.5%) in PBS was added and cells were pelleted by centrifugation. Cells were then resuspended in ice-cold 50% methanol in PBS and incubated for 10 min on ice. One hundred and fifty thousand fixed cells were stained for CD45, a pan-lymphocyte marker, and pan-keratin, a tumor cell marker. Before staining with antibodies, cells were incubated with a FcR blocking reagent (1:10 dilution; Miltenyi) for 10 min at 4 °C. Cells were then stained with APC-conjugated CD45 (1:25 dilution; Miltenyi) and Alexa Fluor 488-conjugated pan-keratin (1:25 dilution, Cell Signaling Technology) antibodies for 10 min at 4 °C. Appropriate isotype control antibodies (Alexa Fluor 488-conjugated mouse IgG1 and APC-conjugated rat IgG2b, k-isotype control) were used along with the primary antibodies. After washing with MACS buffer (PBS, 0.5% BSA, and 2 mM EDTA), cells were incubated with 1 μg/ml Hoechst 33342 (Thermo Fisher Scientific) for 5 min. Cells were then washed again with MACS buffer and resuspended in 200 μl buffer for analysis using a BD FACSCanto II flow cytometer. A CTC (CD45−/cytokeratin+) gate was created based on the staining pattern of 6DT1 tumor cells in culture and primary tumor cells derived from 6DT1-injected mice. Flow cytometry data were analyzed using the FlowJo V10 software.

### Immunohistochemistry analysis

Normal human mammary gland tissue section (HuFPT127) and human breast cancer TMA slide (BR10010e) were purchased from US Biomax Inc. (Rockville). Formalin-fixed, paraffin-embedded TMA slides were processed for antigen retrieval for 15 min performed using TAR buffer pH 6 (Dako) in a steamer. Slides were washed followed by endogenous peroxidase (3% hydrogen peroxide in methanol) for 20 min. Protein blocking was performed for 20 min (Dako). NUP210 primary antibody (Atlas) was applied at a dilution of 1:100 in antibody diluent (Dako) for 1 h at room temperature. After incubation, slides were washed in TBS-tween, and Evision+System-HRP-labeled polymer anti-rabbit (Dako) was applied for 30 min at room temperature. Next, slides were washed in TBST, then the signal was developed using 3,3′-diaminobenzidine tetrahydrochloride as the chromogen substrate (Vector Lab). Slides were counterstained with hematoxylin. A digital image data file was created for the TMA slide by optically scanning with the Aperio AT2 scanner (Leica Biosystems) at 0.25 μm/pixel resolution (×40 objective). HALO (Indica Labs) Artificial Intelligence (AI) neural network software (mini-net, Indica) was utilized to produce a classification algorithm for tumor and stroma area segmentation and quantification. To quantify the NUP210 signal (pixels) in the nuclear envelope of AI-classified tumor cells based upon color and constant image intensity thresholding, a second algorithm was created using HALO Area Quantification to deconvolve colocalization of DAB chromogen and hematoxylin. Once established, the parameters for image processing were held constant across the experiment. Derived labeling ratios were indices produced by dividing immunolabeled areas of nuclear envelope by tumor area (×100).

### Patient datasets analysis

DMFS analysis on gene expression signature was performed using GOBO tool (http://co.bmc.lu.se/gobo/gobo.pl)^88^. Data on *NUP210* and histone H3.1 (*HIST1H3A*, *HIST1H3B*) amplification in human breast cancer patients were derived from METABRIC data available on cBioPortal (https://www.cbioportal.org/)^89^. METABRIC *NUP210* mRNA expression data were also downloaded from the cBioPortal database and manually processed for further analysis. DMFS data (*NUP210* mRNA) were obtained from the Km-plotter database (https://kmplot.com/analysis/). The JetSet best probe 213947_s_at was used for *NUP210* expression and patients were separated by upper and lower quartile values. Distant metastasis-free survival data (NUP210 protein) were obtained from Km-plotter database protein module. *NUP210* gene expression data on breast cancer metastatic sites, prostate cancer, and melanoma were downloaded from GEO.

### Statistics and reproducibility

Experiments have been repeated at least duplicate or triplicates except for studies involving mice (metastasis assay) where the experiment was carried out once for each orthotopic transplantation models to limit the use of animals. Three different immunocompetent orthotopic transplantation models of metastasis and two different mice backgrounds were used to validate the robustness of key results in different biological systems. For in vivo animal studies, *p* values were calculated using the Mann–Whitney *U* test for comparison of two groups in the GraphPad Prism 8 software and the results were reported as mean ± standard deviation. For comparison of more than two groups, analysis of variance (ANOVA) with appropriate multiple comparison tests were performed in GraphPad Prism software. For microscopy image quantification analysis, either Mann–Whitney *U* test (comparison of two groups) or ANOVA with appropriate multiple comparison tests (comparison of multiple groups) were performed. For qRT-PCR result analysis, *p* values were calculated using a multiple two-tailed, unpaired *t* test in GraphPad Prism and results were reported as mean ± standard error of the mean (s.e.m).

### Microscopy image analysis and quantification

The periphery/total nuclear area intensity ratio of histone H3.1/3.2, H3K27me3, and H3K9me3 was quantified using the Fiji software^81^. Briefly, the total nuclear area was defined by DAPI staining, while the nuclear periphery was defined as the region 25% towards the interior from the nuclear edge (average distance for sg-Ctrl: 0.97 μm and KO-N13: 0.89 μm). Mean fluorescence intensity was quantified in both the periphery and total nuclear area and the periphery/total ratio was plotted. The heterochromatic foci/total nuclear area intensity of histone H3.1/3.2 was quantified using the Fiji software. Heterochromatic foci regions were segmented using DAPI staining. Mean fluorescence intensity was quantified in both heterochromatic foci and total nuclear area and the heterochromatic foci/total ratio was plotted as box plots (bottom and top of the box denote first and third quartile, respectively, whiskers denote ±1.5 interquartile range (IQR), horizontal lines denote median values). *P* values were calculated using a two-tailed Mann–Whitney *U* test.

The position of DNA FISH spots relative to the nuclear centroid and periphery was quantified using the Cell module within the Imaris image analysis suite (Bitplane). To account for differences in nuclear size, the relative position was calculated by dividing the shortest distance of the FISH spot to the nuclear centroid, by the length of the three-point line encompassing the nuclear centroid, FISH spot, and nuclear periphery. Relative positions were plotted as cumulative distribution frequencies using the RStudio software. *P* values were calculated using a two-tailed Mann–Whitney *U* test. The distance of DNA FISH spots to heterochromatic foci was quantified using the Fiji software with the 3D region of interest manager plugin, TANGO^90^. Heterochromatic foci were segmented using DAPI staining and used to create a distance map. DNA FISH spots were segmented and the distance to the nearest heterochromatic foci was calculated and plotted as box plots (bottom and top of the box denote first and the third quartile, respectively, whiskers denote ±1.5 IQR, horizontal lines denote median values). *P* values were calculated using a two-tailed Mann–Whitney *U* test.

Focal adhesion counts per cell were quantified using the Fiji software. Cytoplasmic areas were segmented using phalloidin staining. p-FAK Y397 stained focal adhesions were segmented as follows. Adhesions were filtered from image noise using a difference of Gaussian band-pass filter. The filtered image was subsequently segmented using an intensity threshold. Segmented adhesions were counted and quantified on a per-cell basis.

Three-dimensional surface reconstruction of Z-stack images has been performed using Imaris image analysis suite version 9.7.1 (Bitplane).

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Description of Additional Supplementary Files

Supplementary Movie 1

Supplementary Movie 2

Supplementary Movie 3

Supplementary Movie 4

Supplementary Movie 5

Supplementary Movie 6

Supplementary Movie 7

Supplementary Movie 8

Supplementary Movie 9

Supplementary Movie 10

Supplementary Movie 11

Reporting Summary

## Data Availability

Gene expression (RNA-seq) and ChIP-seq data generated in this study have been deposited in Gene Expression Omnibus (GEO) database under the accession number GSE146591. All the Source data underlying Figures, Supplementary figures, and uncropped western blot images are provided as a Source data file. Supplementary Movie files (1–11) are provided as additional Supplementary Data files. All the other data are available within the article and its Supplementary information. A reporting summary of this article is available as a Supplementary information file. Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Nuclear pore protein NUP210 depletion suppresses metastasis through heterochromatin-mediated disruption of tumor cell mechanical response
**Source:** Nat Commun. 2021 Dec 13;12:7216. doi: 10.1038/s41467-021-27451-w
**Supplement:** Supplementary file 3 — Description of Additional Supplementary Files

## **Description of Additional Supplementary Files**

**Supplementary Movie 1:** 3D reconstruction of Z-stack images from H3.1/3.2 and H3K9me3 staining in 4T1 sg-Ctrl cells.

**Supplementary Movie 2:** 3D reconstruction of Z-stack images from H3.1/3.2 and H3K9me3 staining in 4T1 *Nup210* KO cells.

**Supplementary Movie 3:** 3D reconstruction of Z-stack images from H3K27Ac (enhancer) and H3K4me3 (promoter) staining in 4T1 sg-Ctrl cells.

**Supplementary Movie 4:** 3D reconstruction of Z-stack images from H3K27Ac (enhancer) and H3K4me3 (promoter) staining in 4T1 *Nup210* KO cells.

**Supplementary Movie 5:** Live cell imaging of F-tractin (red) and MLC2 (Cyan) reporter in 6DT1 sh-Ctrl cells after treatment with Cytochalasin D.

**Supplementary Movie 6:** Live cell imaging of F-tractin (red) and MLC2 (Cyan) reporter in 6DT1 sh-*Nup210* cells after treatment with Cytochalasin D.

**Supplementary Movie 7:** Live cell tracking of cell migration (measured by Hoechst staining of nuclei) in 4T1 sg-Ctrl cells.

**Supplementary Movie 8:** Live cell tracking of cell migration (measured by Hoechst staining of nuclei) in 4T1 *Nup210* KO-N9 cells.

**Supplementary Movie 9:** Live cell tracking of cell migration (measured by Hoechst staining of nuclei) in 4T1 *Nup210* KO-N13 cells.

**Supplementary Movie 10:** 3D reconstruction of Z-stack images from Lamin B1 (red), Lamin A/C (green) and heterochromatin foci (DAPI, cyan) staining in 4T1 sg-Ctrl cells.

**Supplementary Movie 11:** 3D reconstruction of Z-stack images from Lamin B1 (red), Lamin A/C (green) and heterochromatin foci (DAPI, cyan) staining in 4T1 *Nup210* KO cells.

How the deposited data were processed for this re-analysis (not part of the article)

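ChIP-seq of 4T1 cells was analysed from 6 peak lists: H3K27me3 and H3K4me3 in sg-Ctrl and Nup210 KO cells, and NUP210 and NPC in sg-Ctrl cells, with 1 library per condition. The authors called peaks with SICER in each library against IgG, with the window sizes their methods state. The authors deposited for each peak raw counts of ChIP and IgG reads, not normalized, a p-value with its FDR, and a fold over IgG, which is a ratio scaled by library size. When a peak has no IgG reads, the deposited fold uses 0.25 reads. The 4 RNA-seq samples were not analysed here. The 3 IgG samples were used only through the IgG reads in the lists.

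Each list pairs peaks with genes, so entries that repeat a peak were collapsed to distinct positions. The ratio of the ChIP to the IgG library size was recovered from each peak's counts and fold, and is the same for every peak of a list: 0.847 and 2.68 for H3K27me3 in sg-Ctrl and KO, 1.06 and 1.35 for H3K4me3, 1.01 for NUP210 and 0.606 for NPC. All 832 H3K27me3 and 575 H3K4me3 peaks with the same start and end in sg-Ctrl and KO had the same number of IgG reads in both lists, so the library ratios of each mark are on one scale. ChIP reads were divided by them. Total depth of the libraries is unknown beyond these ratios and the reads in peaks.

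Overlap required 1 bp. The chance level came from 1000 circular shifts along joined gene bodies (906 Mb), with a fixed seed. Length-matched comparisons used 10000 random lists over 20 classes of gene length. Intervals are 95% Wilson intervals for shares, exact binomial intervals for the share of genes with an H3K27me3 gain, exact Poisson intervals for read counts and order statistics for medians. They cover counting error, not the difference between cultures. With 1 library per condition, no test of KO against sg-Ctrl over replicates was possible. The numbers of candidate peaks genome-wide were recovered from the deposited FDR and p-values. Correlations of chromosome medians used 100000 permutations.

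Genes named are those of Fig. 5f and g with Nup210, apart from what is not reported here, and for each comparison at most 3 genes per direction with the largest change in H3K27me3 covered length, or the largest H3K4me3 ratio among genes with at least 100 reads in the higher library. The rule and most alternatives (an FDR of at most 0.01, a fold of at least 2, autosomes, other overlaps, scalings, windows and gene length limits) were set before the data were examined. Choices made afterwards are the TSS peak with the highest reads per kb for genes with several, the restriction of H3K27me3 ratios to regions with peaks in both lists, the set of unbound genes, the recovery of candidate numbers, the limits that decide the tests on chromosomes, and the alternatives described as chosen after the data were seen.

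Positions are those of the lists. Of 5855 genes of the NUP210 list matched by name to GRCm38.p6, 87.0% had a start or end within 50 bp of it, and of 5775 matched to NCBIM37, 2.48% did. NCBIM37 sequence was used only for the GC content around gene starts, matched by gene name for 93.6% of the genes. The steps were tested on simulated data: of 200 genes set 4-fold lower and 200 set 4-fold higher for H3K4me3, 200 and 200 were called, with 0 of 12053 unchanged genes called. A log2 ratio of 0.58 set on NUP210-bound H3K27me3 regions was recovered as 0.59, and 25000 candidate peaks were recovered as 25000. The simulated KO lists of H3K4me3 and H3K27me3 kept the peak positions of sg-Ctrl. They therefore do not test ratios between peaks of unlike width, as the real lists hold. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.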

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

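Both results below come from data the paper does not report on: the NPC list beyond its profile in Fig. 5a, and genes with higher H3K4me3 in KO. The tests of both were planned before their results were seen, apart from the overlap at an FDR of at most 0.05 and that of peaks at least 2-fold over IgG.

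NUP210 peaks overlapped NPC peaks in 9264 of 13204 cases (70.2%, 95% Wilson interval 69.4 to 70.9). Shifted peaks did so in a median of 36.9% (lowest to highest shift, 34.0 to 40.9). Background shared by both libraries predicts that NUP210 peaks without enrichment overlap as often as enriched ones. The share was 74.1% for NUP210 peaks with an FDR above 0.05, 68.4% for those at or below it and 28.1% for those at least 2-fold over IgG. With an FDR of at most 0.05 in both lists the overlap was 35.9%, against a median of 20.1% for shifted peaks. Shared background may therefore account for part of the overlap. Peaks at least 2-fold over IgG are narrower (median 4000 bp against 14000 bp), which lowers their chance to overlap. Whether the rest reflects binding of both at the same sites stays open, as no biological explanation was tested.

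At 64 genes, H3K4me3 reads per kb at the TSS were at least 2-fold higher in Nup210 KO cells, where the paper describes lower values only. Counting noise was tested by drawing unchanged genes at the observed depths, and the largest number of genes past 2-fold higher in 100 draws was 0. Counting noise alone is therefore argued against. At 8 of the 64 genes the peaks compared do not overlap, Wdr64 and Ckb among them, so these ratios are not a change at one site, and 56 genes are left. The number depends on the scaling, with 211 genes when scaled by shared peaks. The peaks of 2 of the 64 genes, 4930468A15Rik among them, had fewer reads than scaled IgG in both libraries, so those ratios do not come from an enriched site. Differences between clones or cultures, and an effect of NUP210 loss, may both apply and stay open with 1 library per condition.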

How the results depend on the processing

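No paired analysis was possible because the ChIP-seq conditions have 1 library each and the RNA-seq samples were not analysed here. In all, 179 alternatives over 42 results were computed. The settings described as added were chosen after the data were seen. For the changes below the cause was not tested, except where fewer peaks or genes pass a filter by construction.

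The ratio of H3K27me3 covered lengths, KO to sg-Ctrl, stayed between 1.18 and 1.19 under each of its alternatives. Merging peaks across gaps of up to 3 kb moved nothing there, since peaks of a list lie farther apart, and tests nothing.

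With peaks of FDR at most 0.01, 8138 NUP210 and 4621 NPC peaks (3149 genes) were left. NUP210 overlap with H3K27me3 was 32.2% in sg-Ctrl and 33.0% in KO, and with NPC 28.2%. Bound genes with H3K27me3 were 35.2% and 36.4%, and the first of 5 equal parts of genes held 18.8% of NUP210 midpoints and the last part 17.9% of NPC midpoints. With a fold of at least 2, 5662 H3K27me3 peaks of KO, 424 NUP210 peaks (398 genes) and 76 NPC peaks (74 genes) were left. The overlaps were 22.9%, 20.8% and 0%, bound genes with H3K27me3 45.7% and 42.5%, and the median log2 ratio of H3K27me3 on NUP210-bound regions 0.089. NUP210 midpoints were then at 15.6% in the first and 20.1% in the last part, NPC midpoints at 25.7% in the last, and the Ccl2 region gained 170 kb. At an FDR of at most 0.05 (added), the overlaps were 33.1%, 33.6% and 35.9%.

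Requiring 50% of the NUP210 peak gave 28.2%, 29.8% and 55.5%, 50% of either peak 33.3%, 34.1% and 65.8%, and autosomes alone 70.9% with NPC. Shifts along whole chromosomes gave chance levels of 14.3% and 15.6%, since these include regions without genes. With at least 50% of the gene body covered, bound genes with H3K27me3 were 24.8% and 27.0%. Unbound genes without length matching had H3K27me3 in 4.25% and 3.20%. Length-matched unbound genes drawn from the genes of any list (added) had it in a median of 31.4% and 31.4%. All 6291 bound genes had it in 36.8% and 37.9%. That pool of unbound genes comes from the peak lists themselves.

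Scaling by shared peaks, or not scaling, shifts all regions or genes by the same amount, so the changes under these settings are by construction. The authors' fold, each list's own peaks and peaks with the same start and end change the measure or the regions instead, and the cause of their changes was not tested. The median log2 ratio of H3K27me3 on NUP210-bound regions reversed to -0.12 when scaled by shared peaks, -0.10 with the authors' fold, -0.13 per kb of each list's own peaks (added) and -0.18 in peaks with the same start and end (added), and was 1.66 with no scaling, which leaves in the difference in depth. Among genes past 2-fold for H3K4me3, scaling by shared peaks gave 153 lower and 211 higher, a reversed share of 42.0% lower. With no scaling there were 233 lower and 171 higher (57.7%). Total reads gave 207 higher (81.1% lower), the authors' fold 2134 lower and 302 higher, and genes with a TSS peak in one list alone raised the higher genes to 304 (82.5% lower). The choice among several TSS peaks was made after counts had been seen. The peak with the most reads, the widest, the nearest to the TSS and genes with a single peak (all added) gave 1189, 1222, 1166 and 1026 lower genes. Genes whose TSS peaks overlap in both lists (added) gave 1161 lower and 56 higher (95.4% lower). Nup210 itself reversed to 0.015 when scaled by shared peaks, and 9 other values at named genes moved without a change of sign.

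The Cxcl region lost 27 kb (-27 as KO minus sg-Ctrl) in a window of lesser width, and the Ccl2 region gained 28 kb in the narrower and 496 kb in the wider window. Peaks covering the gene end (added) were 23.7% for NUP210 and 24.8% for NPC, and NPC peaks covering the gene start 21.3%. H3K27me3 gain at genes with H3K4me3 loss was 4.69% when loss meant a TSS peak in sg-Ctrl alone, and 3.91% when scaled by shared peaks (added). Lower read depth may have kept weak peaks out of the shallower H3K27me3 library of sg-Ctrl, which was not tested by downsampling.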

Differences from the paper's values

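None of the re-derived values at the main settings differed from the paper's by more than 1.5 times. The share of NUP210 peaks overlapping H3K27me3 was 34.9% with the sg-Ctrl list and 35.6% with the KO list against the paper's 40%, and none of the settings run reached 40%. These shares are over peaks on gene bodies. Genes with 2-fold lower H3K4me3 numbered 1178 against the paper's 1199. The TSS peak was chosen after counts from several choices had been seen beside the paper's number, so their closeness is not an independent match. The number was 153 when scaled by shared peaks, 233 with no scaling and 2134 with the authors' fold, each more than 1.5 times away, and 1222 with the widest TSS peak and 1189 with that of most reads, both chosen after seeing the values. NUP210 peaks that met no listed gene body were 63.4%, where the paper gives 55.33% as intergenic.

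The paper describes NUP210 peaks inside genes as concentrated at the 3′ ends. Midpoints were fewest in the last of 5 equal parts of the gene, at 17.3%. The last part exceeded the first with a fold of at least 2 (20.1% against 15.6%), and peaks covering the gene end exceeded those covering the start (23.7% against 20.1%), a measure chosen after seeing the values.

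The paper describes higher H3K27me3 over NUP210-bound gene bodies in KO cells. Here H3K27me3 was compared only in the 2893 regions that met a NUP210 peak and held H3K27me3 peaks in both lists. Only reads inside each list's own peaks were counted. Fig. 5a is about gene bodies, so both the measure and the set differ from the paper's. The median log2 ratio was 0.0037, with 50.3% of regions higher in KO. It was higher without scaling (1.66), which leaves in the difference in depth. With a fold of at least 2 it was 0.09 over 76 regions, with a 95% interval of -0.17 to 0.21. It was below 0 when scaled by shared peaks (-0.12), with the authors' fold (-0.10), per kb of each list's own peaks (-0.13) and in peaks with the same start and end (-0.18), the last pair chosen after seeing the values.

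The paper describes an accumulation of H3K27me3 across the Cxcl and Ccl2 regions in KO cells. On gene bodies, covered length rose by 257 kb in the Ccl2 region and fell by 81.6 kb in the Cxcl region. In the narrower window around Ccl2 the rise was 28 kb, so most of the 257 kb lay away from the gene. In the Cxcl region covered length fell in each of the 4 alternatives as well, by between 27 and 108 kb. H3K27me3 per kb of each list's own peaks had a median log2 ratio of -0.28 over chromosome 5 and -0.17 over chromosome 11. The fall in the Cxcl region may therefore not be local, and covered length was not compared by chromosome.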

Other observations

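The tests on the longer H3K27me3 peaks, the lower H3K4me3 values, copy number and the order of chromosomes were chosen only after the result was seen, as were the recovery of candidate numbers and the split of genes by kind of H3K4me3 loss. Those on GC content and on gene length for all genes with loss were set before.

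H3K27me3 peaks covered more length in Nup210 KO cells, whose library was 3.16 times as deep. If depth were the cause, peaks in KO alone would lie mostly under the density that sg-Ctrl peaks of the same width reach. Of these peaks, 43.1% lay under the 5th percentile of sg-Ctrl peaks (95% Wilson interval 41.0 to 45.2), against 18.0% for KO peaks in regions found in both lists and 9.11% for sg-Ctrl peaks in regions found in sg-Ctrl alone. The 43.1% is not most of the peaks, yet it lies above the 9.11% of the peaks found in sg-Ctrl alone. Depth may therefore account for part of the added length, and the share that comes from H3K27me3 spread cannot be told apart from it with these lists. Downsampled reads would be needed. The difference in total scaled reads in peaks, divided by the difference in total covered length, was 21.3 reads per kb. It also takes in changes within shared peaks. The density of the KO length outside sg-Ctrl peaks was not computed.

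H3K4me3 reads per kb were lower in KO at 88.7% of the genes. Wider peaks in KO lower the density, but total scaled reads per gene, to which a wider peak adds reads, also had a median log2 ratio of -0.33, which argues against width as the whole cause. A difference in the share of reads that fall in peaks would shift nearly all genes alike, and so would a loss of H3K4me3 across the genome. These cannot be told apart without a spike-in or replicates, since both act on the whole library.

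KO to sg-Ctrl ratios of H3K27me3 and H3K4me3 moved together by chromosome. Over 20 chromosomes, medians of H3K27me3 per kb of each list's own peaks and of H3K4me3 had Pearson's r = 0.86 (permutation p = 1e-05, the smallest these permutations can give; adjusted p = 2.3e-05) and Spearman's rho = 0.74 (p = 0.00034, adjusted p = 0.00038). Without chromosomes 4 and 18, the farthest from the median, r was 0.78. With reads per kb of joined regions, r was 0.87 (p = 2e-05, adjusted p = 3.6e-05) and rho 0.75. In peaks with the same start and end in both lists, r was 0.79 (permutation p = 5e-05, adjusted p = 7.5e-05). A p-value was computed for 9 of the correlations, with Benjamini-Hochberg adjustment over these 9, and all p-values are two-sided. Chromosomes 5, 18 and 4 had the lowest H3K4me3 medians, at -0.72 each. Chance order of the chromosomes is argued against by the permutation p of 1e-05, and GC content by r = 0.82 after adjusting H3K4me3 ratios for promoter GC. A candidate explanation is a difference in copy number between the KO and control cells, which predicts the correlation of 0.86 and a like spread in both marks. The ratio of their SDs, H3K4me3 to H3K27me3, was 1.02 with each list's own peaks and 1.48 in peaks with the same start and end. With joined regions it was 0.43, but that measure also changes with the length called as peaks, so it cannot decide. The ratio depends on the measure, so a like spread was not established. The correlation is the pattern from which the explanation was found, and KO cells are one line. Copy number therefore cannot be told apart from other differences between the lines. In 250 bins of 10 Mb, after each chromosome's median was taken off, r was 0.08 (permutation p = 0.23), so the relation was not detected within chromosomes. Both lists of a mark use the same IgG reads, so IgG does not correct for copy number in KO. Chromosome 5 holds Cxcl1 and Cxcl3.

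Genes with H3K4me3 loss were the 1178 with a 2-fold lower value and the 256 with a TSS peak in sg-Ctrl alone. They gained an H3K27me3 peak in 21 of 1434 cases (1.46%, exact binomial 95% interval 0.909 to 2.23), against 59 of 11019 other genes (0.535%, 0.408 to 0.690). For all 1434, gene length was argued against as the cause, as 1.46% lies above the middle 95% of length-matched lists (0.209 to 0.907). With library-size scaling, the excess came from the genes with a TSS peak in sg-Ctrl alone, with 12 of 256 (4.69%, 2.45 to 8.04; length-matched lists 0 to 1.56). The 2-fold lower genes had 9 of 1178 (0.764%, 0.350 to 1.45), within their length-matched lists (0.170 to 0.934). In lists matched on reads of the TSS peak (0.0849 to 0.764), this share lay at the upper limit, at percentile 94.8. No excess past these ranges was seen there with library-size scaling. That depends on the scaling: scaled by shared peaks, 4 of 153 2-fold lower genes had a gain (2.61%, 0.717 to 6.56), above 99.2% of the lists matched on length and 99.0% of those matched on reads of the TSS peak, a difference that rests on 4 genes. The 256 genes had few H3K4me3 reads in sg-Ctrl, with a median of 76.5 in the TSS peak against 2116 at the other genes. Lists of other genes matched on these reads had a gain in 1.17% to 5.08%, a range that holds 4.69%, so a low level of H3K4me3 before any loss may account for the excess in the 256. H3K27me3 was lost at 1.53% of all 1434 genes and at 1.81% of the others. A link of H3K27me3 gain with H3K4me3 loss at single genes stays open, as do other differences between the lines.

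The paper's 9962 overlapping NUP210 peaks are 40.0% of the 24903 NUP210 peaks recovered genome-wide at an FDR of at most 0.05.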
